# Role of the FOXM1/CMA/ER stress axis in regulating the progression of nonalcoholic steatohepatitis

**DOI:** 10.1002/ctm2.70202

**Published:** 2025-02-09

**Authors:** Shuoyi Ma, Erzhuo Xia, Miao Zhang, Yinan Hu, Siyuan Tian, Xiaohong Zheng, Bo Li, Gang Ma, Rui Su, Keshuai Sun, Qingling Fan, Fangfang Yang, Guanya Guo, Changcun Guo, Yulong Shang, Xinmin Zhou, Xia Zhou, Jingbo Wang, Ying Han

**Keywords:** chaperone‐mediated autophagy, cholesterol, endoplasmic reticulum stress, FOXM1, nonalcoholic steatohepatitis

## Abstract

**Background/aims:**

The molecular mechanisms driving nonalcoholic steatohepatitis (NASH) progression are poorly understood. This research examines the involvement of chaperone‐mediated autophagy (CMA) in NASH progression.

**Methods:**

Hepatic CMA activity was analysed in NASH mice and patients. Lysosome‐associated membrane protein 2A (LAMP2A) was knocked down or overexpressed to assess the effects of hepatocyte‐specific CMA on NASH progression. Mice received a high‐fat diet or a methionine and choline‐deficient diet to induce NASH. Palmitic acid was employed to mimic lipotoxicity‐induced hepatocyte damage in vitro. The promoter activity of FOXM1 was evaluated via ChIP and dual‐luciferase reporter assays.

**Results:**

Hepatic CMA activity was substantially low in NASH mice and patients. LAMP2A knockdown resulted in hepatocyte‐specific CMA deficiency, which promoted fibrosis and hepatic inflammation in NASH mice. Both in vitro and in vivo, CMA deficiency also exacerbated hepatocyte damage and endoplasmic reticulum (ER) stress. Mechanistically, CMA deficiency in hepatocytes increased cholesterol accumulation by blocking the degradation of 3‐hydroxy‐3‐methylglutaryl coenzyme A (HMGCR), a key cholesterol synthesis‐related enzyme, and the accumulated cholesterol subsequently induced ER stress and hepatocyte damage. The restoration of hepatocyte‐specific CMA activity effectively ameliorated diet‐induced NASH and ER stress in vivo and in vitro. FOXM1 directly bound to LAMP2A promoter and negatively regulated its transcription. The upregulation of FOXM1 expression impaired CMA and enhanced ER stress, which in turn increased FOXM1 expression, resulting in a vicious cycle and promoting NASH development.

**Conclusions:**

This study highlights the significance of the FOXM1/CMA/ER stress axis in NASH progression and proposes novel therapeutic targets for NASH.

**Key points:**

- Chaperone‐mediated autophagy (CMA) deficiency in hepatocytes promotes hepatic inflammation and fibrosis in mice with nonalcoholic steatohepatitis (NASH) by inducing cholesterol accumulation and endoplasmic reticulum (ER) stress.
- Upregulated FOXM1 impairs CMA by suppressing the transcription of lysosome‐associated membrane protein 2A (LAMP2A), a rate‐limiting component of CMA.
- ER stress increases FOXM1 expression and cholesterol accumulation.
- FOXM1/CMA/ER stress axis forms a vicious circle and promotes the development of NASH.

## 1 INTRODUCTION

Nonalcoholic fatty liver disease (NAFLD) has affected approximately 25% of adults globally in the span of the last 40 years, now standing as the leading chronic liver disease worldwide.^1^ Additionally, NAFLD can cause liver transplantation, primary liver cancer and end‐stage liver disease. Moreover, it stands as a major contributor to global liver‐related mortality, thus imposing substantial economic burden.^2^ The spectrum of NAFLD extends from nonalcoholic fatty liver (NAFL) and its severe form, nonalcoholic steatohepatitis (NASH) or NASH‐related cirrhosis. NASH may cause progressive liver injury in some cases, ultimately progressing to cirrhosis or hepatocellular carcinoma.^3^ Although NASH has been investigated intensively, effective treatment options are lacking at present. Therapeutic strategies for NASH, including bariatric surgery, enhanced exercise or caloric restriction, result in satisfactory outcomes only when used early.^4^

Fibrosis, inflammation and liver damage, along with steatosis are key features of NASH. Aggravated liver inflammation and fat accumulation mark the transition of NAFL to NASH. NAFLD initiation and progression are significantly influenced by excessive triglyceride accumulation in the liver.^5^ It has been demonstrated that NASH progression is significantly affected by the accumulation of cholesterol, especially nonesterified cholesterol, compared to triglycerides and fatty acids.^6^, ^7^ Excessive cholesterol accumulation in hepatocytes can launch endoplasmic reticulum (ER) stress, produce mitochondrial dysfunction and TAZ protein stabilisation, leading to cell death, inflammation and fibrosis.^8^, ^9^, ^10^ However, the molecular mechanisms underlying cholesterol accumulation in hepatocytes remain largely unclear.

Chaperone‐mediated autophagy (CMA) involves selective targeting of KFERQ motif‐containing proteins by heat shock protein family 70 for lysosomal degradation. Substrates are transported to lysosomes via the substrate–chaperone complex, which then translocate into the lysosome lumen after interacting with the lysosome‐associated membrane protein 2A (LAMP2A), a critical element of CMA. The levels of LAMP2A are directly associated with CMA activity.^11^ CMA is essential for maintaining cellular lipid metabolism.^12^ We previously demonstrated that hepatic CMA is impaired in steatosis,^13^ but its role in NASH progression is unclear.

Here, we employed hepatocyte‐specific LAMP2A‐knockout (LAMP2A^ΔHep^) mice to investigate the mechanisms underlying CMA during NASH progression. CMA deficiency led to cholesterol accumulation by impeding the degradation of 3‐hydroxy‐3‐methylglutaryl coenzyme A (HMGCR), an essential cholesterol synthesis‐related enzyme, and aggravated ER stress, thereby promoting NASH progression. In addition, FOXM1 inhibited the transcription of LAMP2A, suggesting that lipid accumulation initiated the FOXM1/CMA/ER stress feedback loop. These findings highlight that hepatic CMA is essential for NASH progression and reveal that the FOXM1/CMA/ER stress feedback loop in hepatocytes is a novel pathway contributing to NASH progression.

## 2 METHODS

### 2.1 Human sample collection

Test and control liver biopsies were obtained from biopsy‐proven NASH patients and hepatic hemangiomas patients, respectively, admitted at Xijing Hospital (ethics approval number: KY20213371‐1). There were no reports of other liver diseases, viral hepatitis, alcohol use or diabetes in the control group. Samples analysis and NAFLD activity score (NAS)^14^ were evaluated independently by two blinded pathologists. The sum of the hepatocyte ballooning scores, inflammation and steatosis constituted the NAS, and patients were diagnosed with NASH if their NAS was ≥5. Approval for this study was obtained from the Ethics Committee of the Xijing Hospital. Each patient provided informed consent prior to liver biopsy or surgery.

### 2.2 In vivo analysis

In order to generate liver‐specific LAMP2A‐conditional‐knockout mice (Albumin‐Cre‐L2A^fl/fl^; referred to as L2A^△hep^ throughout this study), mice harbouring the floxed LAMP2A allele (L2A^fl/fl^) were crossed with C57BL/6 albumin‐Cre mice. Male C57BL/6 wildtype (WT), L2A^fl/fl^ and L2A^△hep^ mice (aged 8–10 weeks) were used in subsequent experiments.

WT mice were subjected to 3‒6‐month feeding with a normal chow diet (ND) or high‐fat diet (HFD) (D12492, Research Diets) (*n* = 6–8/group) or 4‐week feeding with a diet deficient in methionine and choline (MCD) (Research Diets) (*n* = 6–8/group) to establish NASH models. L2A^fl/fl^ mice were used as WT controls. L2A^△hep^ and L2A^fl/fl^ mice were subjected to a HFD or MCD (Research Diets) for 3 months (*n* = 8–10/group) or 3 weeks, respectively (*n* = 8–10/group), to induce NASH. For LAMP2A overexpression in mice, WT mice were administered adeno‐associated virus (AAV)‐nontargeting control or AAV encoding murine LAMP2A (AAV‐LAMP2A) (2 × 10^9^ plaque‐forming units) via tail vein injection. AAVs were synthesised by Genechem.

### 2.3 In vitro analysis

HepG2 and LX2, immortalised human hepatocyte and hepatic stellate cell lines (State Key Laboratory of Cancer Biology), respectively, were grown in Dulbecco's Modified Eagle Medium (DMEM) (Gibco) containing 10% (v/v) foetal bovine serum (FBS; Gibco) and 1% penicillin–streptomycin. THP‐1 cells, a human monocytic cell line, were maintained in Roswell Park Memorial Institute(RPMI) 1640 medium (Gibco) supplemented with 10% (v/v) FBS (Gibco) and 1% penicillin–streptomycin. LAMP2A knockout (LAMP2A[‒]) was induced in HepG2 cells using the Cre‒loxP system, whereas LAMP2A overexpression was induced using a lentivirus (LV‐LAMP2A) synthesised by Genechem. FOXM1 knockdown was induced using a lentivirus from Genechem. Cell culture was conducted at 37°C and 5% (v/v) CO_2_ in a humidified incubator. Cycloheximide (CHX), palmitic acid (PA) and leupeptin (Leup) were purchased from Sigma‒Aldrich, while atorvastatin was procured from Geed Laboratory Practice Bioscience.

For the coculture experiment, 24‐h PA‐treated (300 µM) HepG2 cells or LAMP2A(‒) cells were washed and cocultured with LX2 or THP‐1 cells for 16 h in a Transwell chamber (hepatocytes and LX2 or THP‐1 cells were plated in the upper and lower chambers, respectively). For qRT‒PCR and Western blot analyses, LX2 or THP‐1 cells were harvested.

### 2.4 Primary hepatocyte isolation

Collagenase perfusion was used to isolate primary hepatocytes (PHs) from 8–10‐week‐old mice. Freshly prepared hepatocytes were suspended in DMEM containing 10% FBS and 1% penicillin–streptomycin, plated in six‐well plates (1 × 10^6^ cells/well), and rinsed with phosphate‐buffered saline (PBS) after 3 h of incubation. The medium was replaced with fresh high‐glucose DMEM supplemented with 10% FBS.

### 2.5 Dual‐luciferase reporter assay

In 24‐well plates, HepG2 cells were cultured and subjected to transfection with plasmids (pGL3‐Firefly and Renilla encoding LAMP2A) for 48 h. After harvesting and lysing the cells, their luciferase activity was evaluated by use of a dual‐luciferase reporter (DLR) assay system (Promega), as instructed by the manufacturer. Renilla luciferase activity served as the internal control. This experiment was conducted in triplicates for each plasmid construct.

### 2.6 Chromatin Immunopreci pitation (ChIP) assay

The Magna ChIP G Assay Kit (EMD Millipore) was used to perform the ChIP assay. To crosslink HepG2 cells, 1% formaldehyde was applied for 10 min at room temperature, followed by quenching with glycine. Following cell lysis, DNA was immunoprecipitated using anti‐FOXM1 antibodies (Cell Signaling Technology) for PCR amplification of FOXM1‐binding sites.

### 2.7 Histological and immunohistochemical analyses

To evaluate hepatic lipid content, liver tissue samples were frozen at an optimal cutting temperature, sectioned (thickness, 5 µm) and treated with oil red O (Sigma). For haematoxylin and eosin (H&E) and Sirius red staining, liver tissue samples were fixed in 4% formalin overnight, paraffin‐embedded, cut into 5‐µm‐thick slices, and treated with H&E or Sirius red. For immunohistochemical staining, 3% H_2_O_2_‐treated liver tissue sections (30 min) were first treated for 30 min with goat serum, followed by overnight incubation in a humidified incubator at 4°C with rabbit anti‐LAMP2A (ab125068, Abcam), rabbit anti‐FOXM1 (#20459, CST), rabbit anti‐F4/80 (ab111101, Abcam) and rabbit anti‐myeloperoxidase (MPO) (ab208670, Abcam). Subsequent to rinsing in PBS, the sections received 1‐h incubation with an IgG‐Horseradish Peroxidase secondary antibody at room temperature. We detected signals by use of a DAB kit (ZSGB‐BIO) and scanned using CaseViewer. The Image‐Pro Plus software was employed to assess the images.

### 2.8 Free cholesterol measurement

Free cholesterol (FC) in liver tissue and cells was measured by use of the Micro FC Content Assay Kit (BC 1895, Solarbio), as per the manufacturer's protocol. To summarise, liver tissues were homogenised in isopropanol, while cells were rinsed thrice with PBS before lysing in isopropanol on ice with an ultrasonic crusher. To prepare for FC measurement, the homogenates or lysates were subjected to 10‐min centrifugation (10 000 × *g*, 4°C), followed by supernatant collection.

### 2.9 8‐Hydroxyguanine immunofluorescence staining

In a fluorescent chamber, cells underwent 15‐min fixation (4% paraformaldehyde), PBS rinsing and blocking using goat serum, followed by overnight incubation with primary antibody (MA88258, AntiProtech) at 4°C and with Alexa Fluor 488‐conjugated mouse secondary antibodies (Life Technologies). The Olympus confocal microscope was used to obtain images.

### 2.10 Reactive oxygen species quantification

We determined intracellular reactive oxygen species (ROS) levels by culturing HepG2 cells in six‐well plates (2 × 10^5^ cells/well) for 24 h and treating them with 10 µM 2′,7′‐dichlorodihydrofluorescein diacetate (H_2_DCFDA; Sigma) at 37°C in the dark for 30 min. These cells were subsequently harvested, resuspended in fresh medium, and analysed via flow cytometry (FC).

### 2.11 Cell apoptosis assay

Cells were plated in a six‐well plate (1 × 10^6^ cells/well), followed by PA treatment. The adherent cells and culture supernatant were obtained and subjected to centrifugation (1500 rpm, 10 min and 4°C). Subsequently, the BD Pharmingen PE Annexin V Apoptosis Detection Kit (559763, BD Biosciences) was utilised for cell apoptosis assessment, as per the guidelines of the manufacturer. To summarise, following two washes with cold PBS, the cells were resuspended in 500 µL of binding buffer, incubated for 15 min with 5 µL of annexin V‐PE and 5 µL of 7‐AAD in the dark. In the end, the cells were treated with 300 µL of binding buffer and examined via FC.

### 2.12 Western blot assay

We prepared hepatic tissue homogenates or cell lysates in radioimmunoprecipitation buffer with protease and phosphatase inhibitors (Beyotime) for total protein extraction. The protein concentration was measured, and equal volumes were separated on an 8% sodium dodecyl sulphate–polyacrylamide gel before being transferred to a nitrocellulose membrane. The membrane was blocked using 5% milk and incubated overnight with rabbit anti‐LAMP2A (ab125068, Abcam), rabbit anti‐FOXM1 (#20459, CST), rabbit anti‐collagen I (ab260043, Abcam), mouse anti‐αSMA (A2547, Sigma), mouse anti‐β‐actin (A1987, Sigma), rabbit anti‐p‐JNK (#4668, CST), rabbit anti‐p‐EIF2S1 (ab32157, Abcam), rabbit anti‐p‐IRE1 (ab48187, Abcam) and rabbit anti‐HMGCR (ab174830, Abcam). Next day, 1‐h secondary antibody incubation was carried out at room temperature. The Image Lab system was used for visualising the protein bands.

### 2.13 Quantitative reverse transcription PCR

TRIzol (T9424, Sigma) was utilised for total RNA isolation, and the PrimeScript RT Master Mix (RR036A, Takara) was employed for reverse transcription. Quantitative PCR was implemented by use of the TB Green Premix Ex Taq II (DRR820A, Takara) in the CFX96 Touch Real‐Time PCR System (Bio‐Rad). Table S1 contains the sequences of primers for each transcript. Normalisation of target gene mRNA expression was carried out with β‐actin as a reference. This experiment was performed in triplicate.

### 2.14 Transcriptomic analysis

The RNeasy Mini Kit (Qiagen) was utilised for total RNA extraction. The Qubit 3.0 fluorometer (Life Technologies) and Nanodrop One spectrophotometer (Thermo Fisher Scientific) were employed to determine RNA concentration and quality, respectively. RNA integrity determination was achieved by use of the Agilent 2100 Bioanalyser (Agilent Technologies) utilised for, and samples with RNA integrity number >7.0 were chosen for sequencing. For paired‐end library construction, 1 µg of RNA was utilised with the mRNA‐seq Lib Prep Kit (ABclonal), according to the guidelines. Poly‐A‐containing mRNA was isolated with poly‐T oligo‐attached magnetic beads, fragmented at 94°C for 8 min by use of divalent cations, and reverse transcribed into first‐strand cDNA with random primers and reverse transcriptase. Thereafter, second‐strand cDNA synthesis was carried out by use of DNA polymerase I and RNase H. Subsequent to end repair, the addition of a single ‘A’ base, and adapter ligation, the cDNA products were purified and PCR‐amplified to generate the cDNA library. The Qubit 2.0 fluorometer (Life Technologies) quantified the purified libraries, while the Agilent 2100 bioanalyser validated the insert size and determined molar concentrations. After diluting the library to 10 pM, clusters were created using the cBot. Sinotech Genomics Co. performed library preparation and sequencing on the Illumina NovaSeq 6000 platform (Illumina). Differential expression was defined as genes with adjusted *p* < .05 and |log2 (fold change)| > 0. The raw data were uploaded to the GEO dataset (GSE274949).

### 2.15 Lipidomic analysis

Lipids were extracted from liver tissues using a solvent mixture (methyl tert‐butyl ether:methanol, 5:1) containing internal standards (ISs) and centrifuged (3000 rpm, 15 min). After centrifugation, the supernatants were allowed to dry in a vacuum concentrator. The dried residues were dissolved in a Dichloromethane:MeOH:H_2_O buffer (60:30:4.5) and subjected to centrifugation (12 000 rpm, 15 min). The final supernatant was transferred to a new glass vial for LC‒MS analysis. A SCIEX ExionLC series UHPLC system (ACQUITY UPLC HSS T3, 1.8 µm, 2.1 × 100 mm) was used for chromatographic separation, and the AB Sciex QTrap 6500+ mass spectrometer for analysing the metabolites. To investigate the metabolome, multiple reaction monitoring, profiling was adopted, treating it as a collection of functional groups. The targets were quantified using the Skyline v20.1 software. The absolute content of individual lipids was calculated relative to the ISs.

### 2.16 Coimmunoprecipitation

LAMP2A‐overexpressing cells were resuspended in IP lysis buffer (Prod #87788, Thermo Fisher Scientific) containing protease inhibitor cocktail (Millipore, 539134). The overnight incubation of the samples with an anti‐LAMP2A antibody was followed by a 4‐h incubation with Protein A/G Mix Magnetic Beads (Millipore, LSKMAGAG02) at 4°C. Subsequent to centrifugation (1000 × *g*, 3 min), the precipitates were removed by rinsing with lysis buffer five times.

### 2.17 Glucose tolerance test

For this analysis, the mice underwent a 16‐h fasting before an intraperitoneal injection with 20% glucose (2 g/kg body weight). Tail blood glucose measurements were performed prior to glucose injection or at 15, 30, 60, 90 and 120 min post‐injection.

### 2.18 Measurement of blood biochemical indices

Serum alanine aminotransferase (ALT) and cholesterol levels were examined by use of an automatic biochemistry analyser (Hitachi 7600‐120, Hitachi). Serum Transaminase (AST) was examined by Kit (BC 1565, Solarbio).

## 3 RESULTS

### 3.1 Hepatic CMA is impaired in NASH

LAMP2A expression was evaluated in liver biopsies of NASH patients and healthy individuals to probe into the CMA's effect on NASH progression. Patients with NASH had low LAMP2A expression, with NAS scores ≥6 (Figure 1A,B). Consistently, LAMP2A protein (Figure 1C–E) and mRNA (Figure 1F) expression levels were significantly lower in the hepatic tissues of MCD‐fed NASH mice than in ND‐fed mice. To verify that CMA was impaired in hepatocytes, PHs from WT mice were isolated and exposed to vehicle or PA. Compared with the vehicle, PA markedly decreased LAMP2A protein and mRNA expression levels in PHs and HepG2 cells over time (Figure 1G–J). Altogether, these data reveal the involvement of CMA in mediating the pathological manifestations of NASH.

**FIGURE 1:**
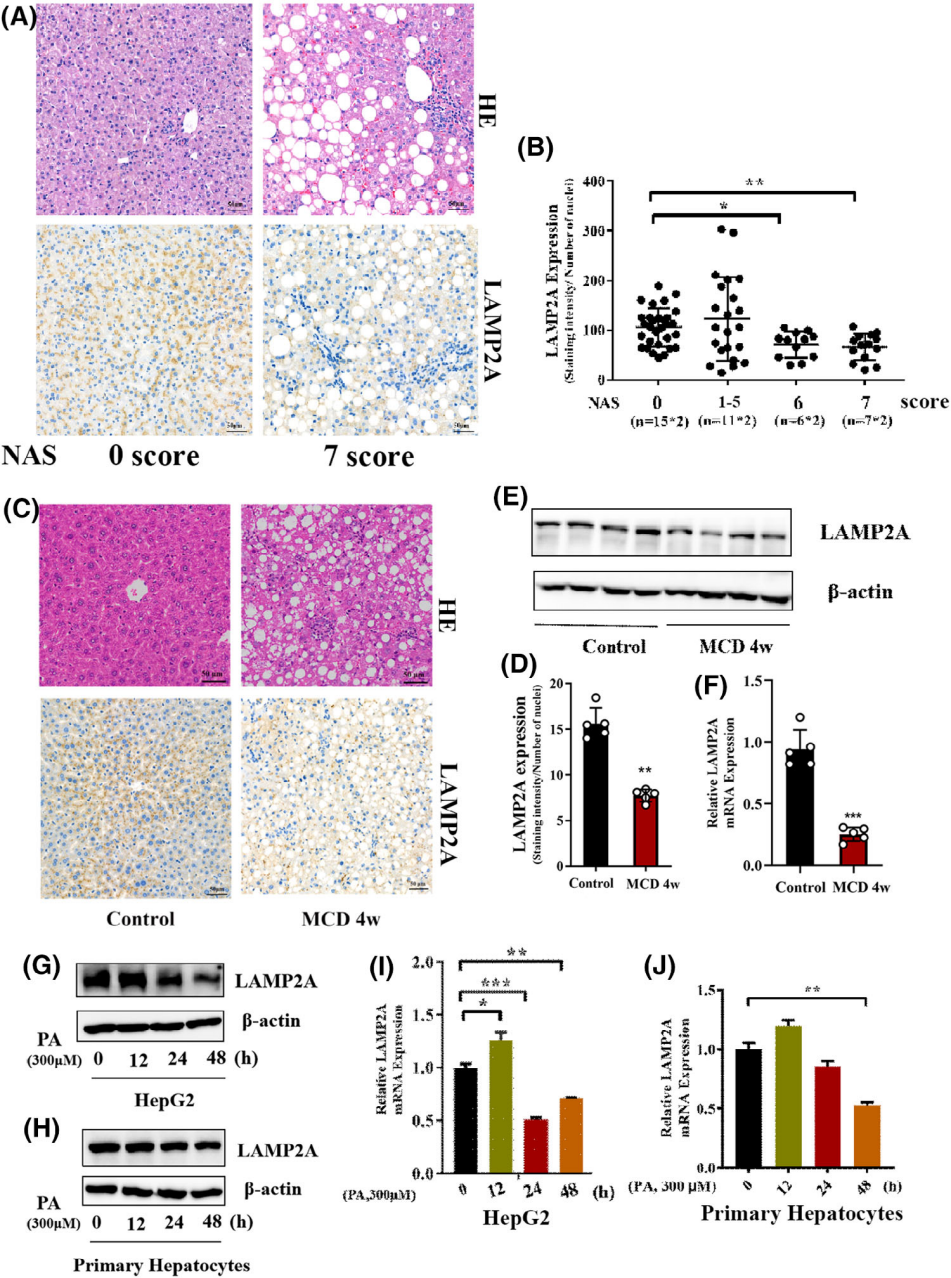
Hepatic chaperone‐mediated autophagy (CMA) is impaired in nonalcoholic steatohepatitis (NASH). (A) Representative images of haematoxylin and eosin (H&E) staining and immunohistochemical staining for lysosome‐associated membrane protein 2A (LAMP2A) in liver tissues from patients with NASH. (B) Quantitative analysis of immunohistochemical staining in patients with different NAFLD activity scores (NASs) using Image‐Pro Plus software (NAS 0, *n* = 15; 1 ≤ NAS ≤ 5, *n* = 11; NAS 6, *n* = 6; NAS 7, *n* = 7; two fields were analysed for each patient). (C) Representative images of H&E staining and immunohistochemical staining for LAMP2A in liver tissues from methionine and choline (MCD)‐fed mice. (D) Quantitative analysis of the immunohistochemical staining in (C) using Image‐Pro Plus software (*n* = 5). (E) Representative images of Western blots of LAMP2A in liver tissues from MCD diet‐fed mice. (F) qRT‒PCR results for the mRNA expression of LAMP2A in liver tissues from MCD‐fed mice (*n* = 5). (G) Western blot results for the protein expression of LAMP2A in primary hepatocytes treated with palmitic acid (PA) (300 µM). (H) Western blot results for the protein expression of LAMP2A in HepG2 cells treated with PA (300 µM). (I) qRT‒PCR results for the mRNA expression of LAMP2A in primary hepatocytes treated with PA (300 µM). (J) qRT‒PCR results for the mRNA expression of LAMP2A in HepG2 cells treated with PA (300 µM). All the data are expressed as means ± standard deviations (SDs) (^*^ *p* < .05; ^**^ *p* < .01; ^**^ *p* < .001). Significance was determined by two‐tailed unpaired Student's *t*‐test as appropriate with Prism software (GraphPad).

### 3.2 CMA deficiency in hepatocytes promotes diet‐induced NASH progression

We used the Cre‒loxP system to generate hepatocyte‐specific LAMP2A‐knockout mice (LAMP2A^△hep^) and control mice (LAMP2A^fl/fl^), as reported in our previous study,^13^ to examine the function of hepatocyte CMA in NASH progression in vivo. Given that inflammation is a key feature of NASH, we probed into the impact of CMA deficiency on inflammatory responses in control and HFD‐ or MCD‐fed mice. Mice underwent 3‐month feeding with a HFD or 4‐week feeding with a MCD to induce liver inflammation. The results showed that mice with LAMP2A‐deficient hepatocytes had stronger inflammatory responses than LAMP2A^fl/fl^ mice following HFD or MCD consumption. The enhanced inflammation was evidenced by the increased infiltration of MPO^+^ neutrophils and F4/80^+^ macrophages (Figure 2A) and the markedly upregulated mRNA expression of *Il6*, *Tnfα*, *F4/80*, *Ccl2* and *Nlrp3* (Figure 2B) in liver tissue. To verify whether CMA deficiency enhances hepatocyte inflammatory responses in vitro, LAMP2A knockout was induced in HepG2 cells as reported in our previous study.^13^ Subsequently, HepG2 and LAMP2A(‒) cells were cultured in PA‐containing medium. The results revealed that proinflammatory cytokine (*IL6* and *TNFα*) expression was significantly greater in LAMP2A(‒) cells versus in control HepG2 cells after treatment with PA (Figure 2C). Similar results were observed in PHs of LAMP2A^△hep^ and LAMP2A^fl/fl^ mice (Figure 2D). After HepG2 or LAMP2A(‒) cells treated with PA were cocultured with THP‐1 cells, *IL6*, *TNFα*, *IL1β* and *CD86* expressions were significantly greater in LAMP2A(‒)‐cocultured THP‐1 cells than in the HepG2‐cocultured THP‐1 cells (Figure 2E). Fibrogenesis is another important characteristic of NASH; therefore, we examined the effects of CMA deficiency on fibrogenesis in control and MCD‐fed mice. Mice received 8‐week feeding with a MCD to provoke liver fibrogenesis. Compared to MCD‐fed LAMP2A^fl/fl^ mice, MCD‐fed LAMP2A^△hep^ mice exhibited greater collagen deposition (Figure 2F) and fibrogenesis‐related gene expression (including *αSMA*, *Col1a1*, *Col1a2* and *Col1a3*) (Figure 2G) in the hepatic tissues. After HepG2 or LAMP2A(‒) cells treated with PA were cocultured with LX2 cells in vitro, fibrogenesis‐related gene expression (*αSMA* and *COL1a1*) was greater in LX2 cells cocultured with LAMP2A(‒) cells than in LX2 cells cocultured with HepG2 cells (Figure 2H–I). Furthermore, LAMP2A^△hep^ mice exhibited more severe hepatic steatosis (Figure S1A) and higher liver‐to‐body weight ratios (Figure S1B), ALT levels (Figure S1C,E) and AST levels (Figure S1D,F) than LAMP2A^fl/fl^ control mice did, which align with the findings of our previous study.^13^ However, the two groups exhibited similar weight (Figure S1G) and glucose tolerance (Figure S1H). LAMP2A deficiency also increased lipid accumulation in both HepG2 cells (Figure S1I) and PHs (Figure S1J) in vitro. Altogether, our results indicate that reduced CMA activity is linked to severe pathological manifestations of NASH, suggesting that CMA plays a protective role in NASH.

**FIGURE 2:**
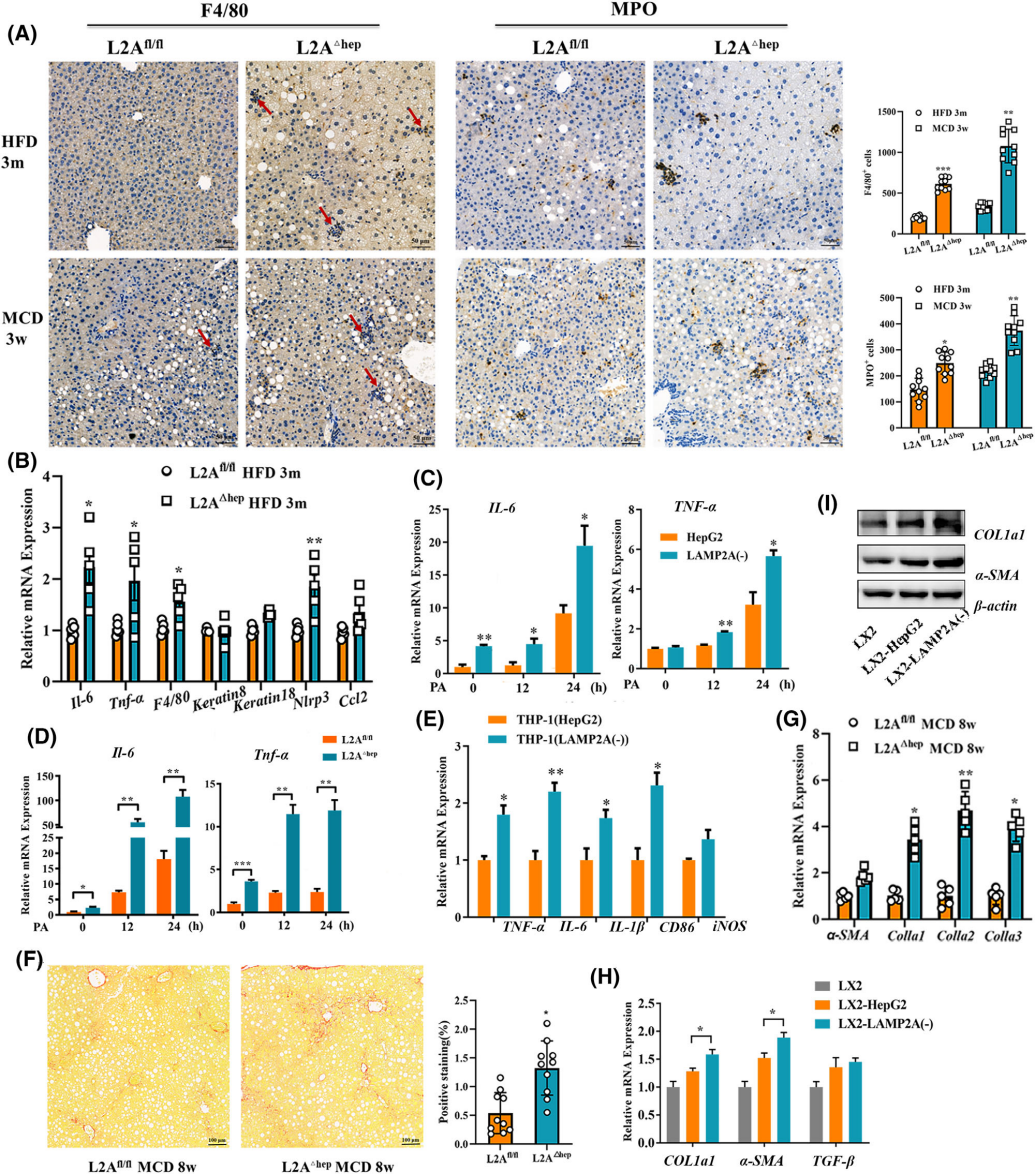
Chaperone‐mediated autophagy (CMA) deficiency in hepatocytes promotes diet‐induced hepatic inflammation and fibrosis. (A) Representative images of immunohistochemical staining for F4/80 and myeloperoxidase (MPO) (F4/80^+^ cells and MPO^+^ cells were counted using Image‐Pro Plus software). Liver tissues from LAMP2A^fl/fl^ and LAMP2A^△hep^ mice fed a high‐fat diet (HFD) for 3 months or a methionine and choline (MCD) for 3 weeks; five mice in each group and two fields in each mouse were analysed. (B) qRT‒PCR results for the mRNA expression of inflammatory cytokines in liver tissues from LAMP2A^fl/fl^ and LAMP2A^△hep^ mice fed a HFD for 3 months (*n* = 5). (C) qRT‒PCR results for the mRNA expression of interleukin‐6 (IL‐6) and tumour necrosis factor alpha (TNFα) in HepG2 and LAMP2A(‒) cells treated with palmitic acid (PA) (400 µM). (D) qRT‒PCR results for the mRNA expression of IL‐6 and TNFα in primary hepatocytes from LAMP2A^fl/fl^ and LAMP2A^△hep^ mice treated with PA (400 µM). (E) qRT‒PCR results for the mRNA expression of inflammatory cytokines in THP‐1 cells cocultured with HepG2 or LAMP2A(‒) cells treated with PA (300 µM, 24 h). (F) Representative images of Sirius red staining of liver tissues from LAMP2A^fl/fl^ and LAMP2A^△hep^ mice fed a MCD for 8 weeks (positive staining was quantified using Image‐Pro Plus software; five mice in each group and two fields in each mouse were analysed). (G) qRT‒PCR results for the mRNA expression of fibrosis‐related genes in liver tissues from LAMP2A^fl/fl^ and LAMP2A^△hep^ mice fed a MCD for 8 weeks (*n* = 5). (H) qRT‒PCR results for the mRNA expression of fibrosis‐related genes in LX2 cells cocultured with HepG2 or LAMP2A(‒) cells treated with PA (300 µM, 24 h). (I) Western blot results for the protein expression of Col1a1 and TGFβ in LX2 cells cocultured with HepG2 or LAMP2A(‒) cells treated with PA (300 µM, 24 h). All the data are expressed as means ± standard deviations (SDs) (^*^ *p* < .05; ^**^ *p* < .01; ^**^ *p* < .001). Significance was determined by two‐tailed unpaired Student's *t*‐test as appropriate with Prism software (GraphPad). LAMP2A, lysosome‐associated membrane protein 2A.

### 3.3 CMA deficiency in hepatocytes exacerbates diet‐induced ER stress and hepatocyte damage

The liver is crucial for regulating glucose and lipid homeostasis^15^, ^16^; consequently, it is more prone to ER stress, which, when prolonged, provokes cell damage or death, induce inflammatory responses and accelerate the progression of NASH.^17^ Because the abovementioned results revealed that CMA deficiency accelerated NASH progression, we examined whether CMA deficiency affects hepatic ER stress. The hepatic mRNA expression levels of transcription factors related to ER stress (including *Atf6*, *Atf4*, *Chop*, *Xbp1* and *Bip*) were significantly greater in the LAMP2A^△hep^ mice relative to LAMP2A^fl/fl^ mice after 3 months of HFD consumption (Figure 3A). The phosphorylation status of JNK, IRE1α and EIF2S1 in the cytoplasm serves as an crucial indicator of ER stress. The JNK, IRE1α and EIF2S1 phosphorylation levels were significantly greater in the hepatic tissues of LAMP2A^△hep^ mice relative to LAMP2A^fl/fl^ mice after 3 months of HFD consumption (Figure 3B). To examine the ER stress status in hepatocytes, PHs were isolated from LAMP2A^△hep^ and LAMP2A^fl/fl^ mice after 3 months of HFD consumption. ER stress was more severe in LAMP2A‐deficient hepatocytes than in control hepatocytes (Figure 3C), which is consistent with the aforementioned results. To validate the detrimental effects of CMA deficiency on ER stress in vitro, LAMP2A(‒) and HepG2 cells were subjected to PA treatment. Our findings suggested that PA treatment notably increased the transcription of ER stress‐related transcription factors (*ATF6*, *ATF4*, *CHOP*, *XBP1* and *BIP*) (Figure 3D) and the phosphorylation levels of JNK, IRE1α and EIF2S1 (Figure 3E) in LAMP2A(‒) cells over time. To examine the influence of increased ER stress on hepatocytes, DNA damage in PA‐treated LAMP2A(‒) and HepG2 cells was assessed via 8‐hydroxyguanosine (8‐OHdG) immunofluorescence staining (Figure 3F), and apoptosis was examined through annexin V staining via FC (Figure 3G). The results showed that CMA deficiency induced DNA damage and promoted apoptosis in hepatocytes in response to PA, indicating that CMA deficiency accelerates the progression of NASH by exacerbating diet‐induced ER stress and hepatocyte damage.

**FIGURE 3:**
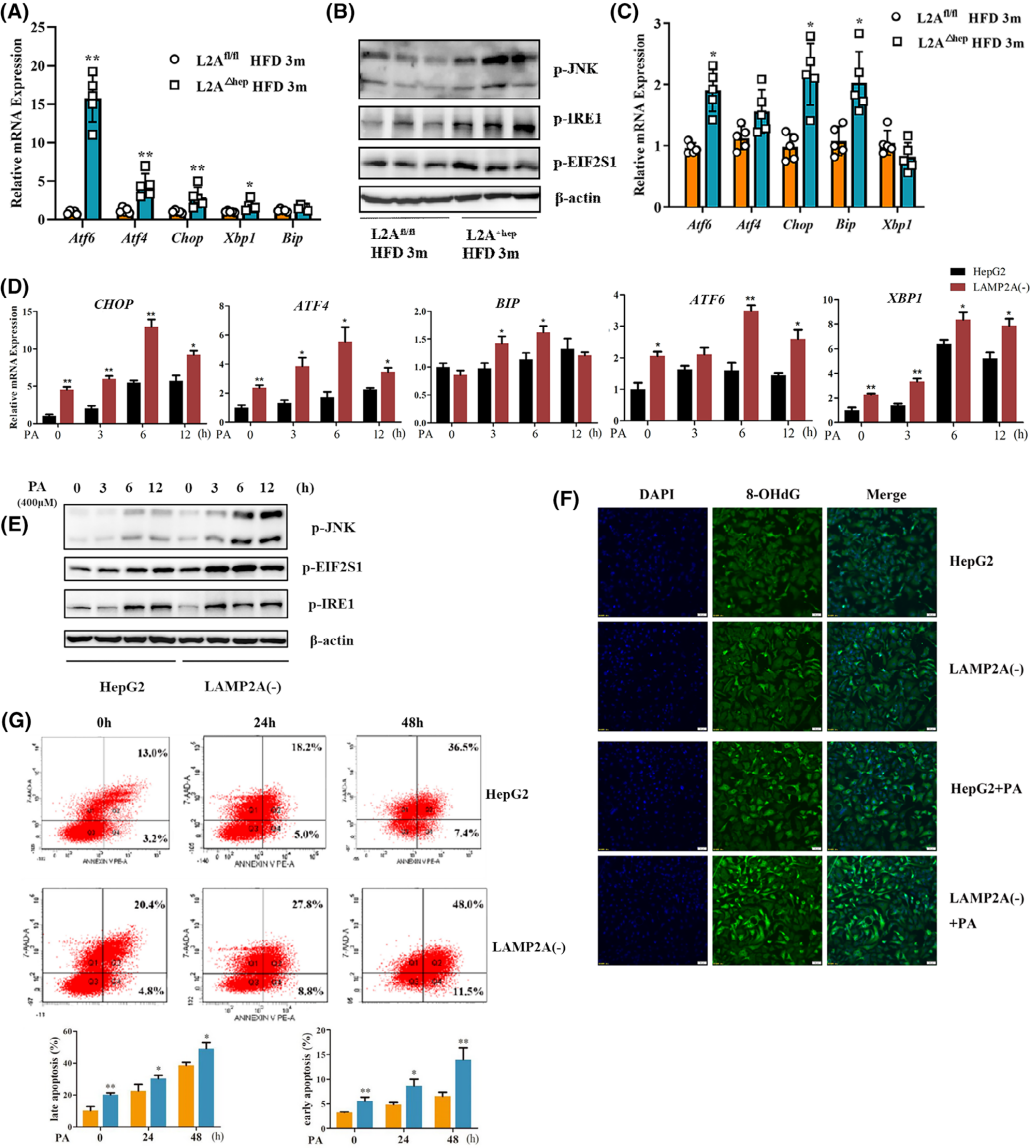
Chaperone‐mediated autophagy (CMA) deficiency in hepatocytes exacerbates diet‐induced endoplasmic reticulum (ER) stress and hepatocyte damage. (A) qRT‒PCR results of the mRNA expression of ER stress‐related genes in liver tissues from LAMP2A^fl/fl^ and LAMP2A^△hep^ mice fed a high‐fat diet (HFD) for 3 months (*n* = 5). (B) Western blot results for the protein expression of ER stress markers in liver tissues from LAMP2A^fl/fl^ and LAMP2A^△hep^ mice fed a HFD for 3 months (*n* = 3). (C) qRT‒PCR results for the mRNA expression of ER stress‐related genes in primary hepatocytes from LAMP2A^fl/fl^ and LAMP2A^△hep^ mice fed a HFD for 3 months (*n* = 5). (D) qRT‒PCR results for the mRNA expression of ER stress‐related genes in HepG2 and LAMP2A(‒) cells treated with palmitic acid (PA) (400 µM). (E) Western blot results for the protein expression of ER stress markers in HepG2 and LAMP2A(‒) cells treated with PA (400 µM). (F) Representative images of 8‐hydroxyguanosine (8‐OHdG) immunofluorescence staining of HepG2 and LAMP2A(‒) cells treated with or without PA (400 µM). (G) Flow cytometry results for the apoptosis of HepG2 and LAMP2A(‒) cells treated with PA (400 µM) and statistical analysis of early and late apoptosis. All the data are expressed as means ± standard deviations (SDs) (^*^ *p* < .05; ^**^ *p* < .01). Significance was determined by two‐tailed unpaired Student's *t*‐test as appropriate with Prism software (GraphPad). LAMP2A, lysosome‐associated membrane protein 2A.

### 3.4 CMA deficiency in hepatocytes increases cholesterol accumulation by blocking HMGCR protein degradation

Excessive lipids accumulating in the liver provoke hepatocyte damage and inflammation, which contribute to the pathogenesis of NASH.^18^, ^19^ Cholesterol accumulation has emerged as a major determinant of hepatic lipotoxicity.^20^ The ER regulates intracellular lipid and cholesterol content levels, and ER stress may be induced by the disturbance in lipid homeostasis.^21^ To examine the impact of CMA deficiency on hepatic lipid metabolism, the liver tissues of HFD‐fed mice were subjected to targeted lipidomic analysis. The results revealed that CMA deficiency altered the levels of various lipids (Figure S2), including free fatty acids, triacylglycerol, diglycerides and cholesterol esters (CEs); in particular, CEs were the most significantly altered lipid class. The levels of 12 CE species (including 16:0, 16:1, 18:0, 18:1, 18:2, 18:3, 20:1, 20:2, 20:4, 22:1, 22:2 and 22:4) were markedly greater in LAMP2A^△hep^ mice than in LAMP2A^fl/fl^ mice (Figure 4A,B). Because CEs are produced mainly by the esterification of FC and the lipotoxicity of FCs is greater than that of CEs, we evaluated FC levels in mouse serum and liver tissues. The FC levels were significantly higher in both the liver tissues (Figure 4C) and serum (Figure 4D) of CMA‐deficient mice relative to control HFD‐fed or MCD‐fed mice. Similarly, the levels of FCs were significantly greater in CMA‐deficient cells than in HepG2 cells treated with or without PA (Figure 4E). The increase in cholesterol may reflect an increase in de novo cholesterol synthesis; therefore, the expression of HMGCR, a key cholesterol synthesis enzyme, was assessed in vitro. Both CMA deficiency (Figure 4F) and treatment with the lysosome inhibitor leupeptin (Leup) (Figure 4G) increased the protein level of HMGCR in HepG2 cells. However, treatment with Leup did not significantly increase HMGCR protein levels in CMA‐deficient cells (Figure 4G). Furthermore, the protein expression of HMGCR in lysosomes was assessed (Figure 4H). Consistently, HMGCR protein expression was significantly elevated in lysosomes from HepG2 cells treated with Leup for 24 h, but treatment with Leup did not increase HMGCR protein expression in lysosomes from CMA‐deficient cells. These results suggest that CMA deficiency blocks the HMGCR protein from entering lysosomes. Subsequently, CHX, an inhibitor of protein synthesis, was used to examine the impact of CMA on HMGCR degradation. As depicted in Figure 4I, CMA deficiency significantly delayed HMGCR protein degradation. In addition, a coimmunoprecipitation assay validated the interaction between HMGCR and LAMP2A (Figure 4J). These results indicate that the HMGCR protein is a potential substrate for CMA. Therefore, we speculated that the CMA‐induced disruption of HMGCR degradation is responsible for hepatic cholesterol accumulation in NASH. Treatment with atorvastatin, an HMGCR inhibitor, alleviated PA‐induced ER stress in LAMP2A(‒) cells (Figure 4K). Taken together, these results demonstrate that CMA deficiency in hepatocytes leads to cholesterol accumulation by blocking HMGCR protein degradation, consequently aggravating ER stress.

**FIGURE 4:**
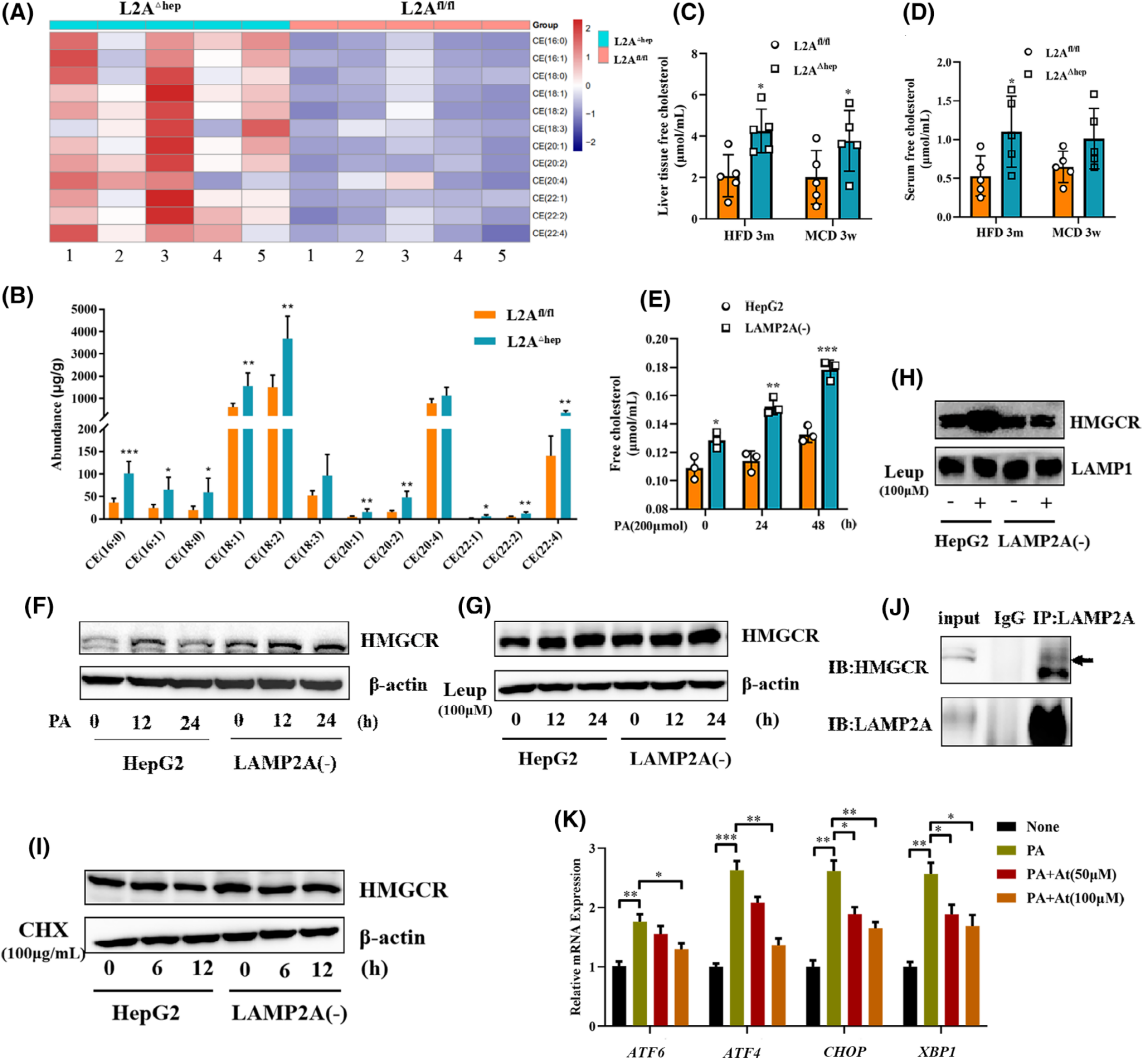
Chaperone‐mediated autophagy (CMA) deficiency in hepatocytes increases cholesterol accumulation by blocking 3‐hydroxy‐3‐methylglutaryl coenzyme A (HMGCR) protein degradation. (A) Heatmap of differentially abundant cholesterol species according to *p*‐values. (B) Relative abundance of different cholesterol species in the liver. Levels of free cholesterol in liver tissue (C) and (D) in serum from LAMP2A^fl/fl^ and LAMP2A^△hep^ mice fed a high‐fat diet (HFD) for 3 months or a methionine and choline (MCD) diet for 3 weeks. (E) Levels of free cholesterol in HepG2 and LAMP2A(‒) cells treated with palmitic acid (PA) (200 µM). (F) Western blot results for the protein expression of HMGCR in HepG2 and LAMP2A(‒) cells treated with PA (300 µM). (G) Western blot results for the protein expression of HMGCR in HepG2 and LAMP2A(‒) cells treated with leupeptin (Leup) (100 µM). (H) Western blot results for the protein expression of HMGCR in lysosomes from HepG2 and LAMP2A(‒) cells treated with or without Leup (100 µM) for 24 h. (I) Western blot results for the protein expression of HMGCR in HepG2 and LAMP2A(‒) cells treated with cycloheximide (CHX) (100 µg/mL). (J) Coimmunoprecipitation assay of HMGCR and lysosome‐associated membrane protein 2A (LAMP2A) in HepG2 cells treated with PA (300 µM) for 12 h. (K) qRT‒PCR results for the mRNA expression of endoplasmic reticulum (ER) stress‐related genes in LAMP2A(‒) cells treated with or without atorvastatin for 12 h and with PA (400 µM) for 6 h. Significance was determined by two‐tailed unpaired Student's *t*‐test as appropriate with Prism software (GraphPad).

### 3.5 Upregulated FOXM1 expression impairs CMA and ER stress contributes to the upregulation of FOXM1 expression in NASH

Given that in NASH the mRNA expression of LAMP2A is low in hepatocytes, we examined the transcriptional regulation of LAMP2A. 

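Liver RNA was sequenced from 7 mice fed the methionine- and choline-deficient diet (MCD), a mouse model of NASH, for 4 weeks and from 7 mice fed the normal chow diet (ND). The libraries were made from poly-A mRNA and read from both ends on an Illumina NovaSeq instrument. For each mouse, the authors deposited the number of reads they counted on each gene, as whole numbers without normalization. The paper's text does not name the aligner, the counting tool or the genome build. The files list 55536 genes, and every identifier and symbol is that of the GENCODE M21 annotation of the mouse genome GRCm38, from which the coordinates of genes are taken. Between 16909555 and 18257084 reads per mouse were counted on genes in the MCD group, with a median of 17423033. In the ND group the totals lay between 16034703 and 17667290, with a median of 16741147. No pair of mice within a group differed by as little as counting error, since the chi-square per gene was 17.0 to 240.4 over the 42 pairs, so all 14 mice were kept as replicates.
Counts were normalized with edgeR's TMM method and compared with its quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over the 13555 genes that edgeR's filter on low counts kept. Levels are given in CPM, the counts scaled to the same normalized library size for each mouse. Following the paper's definition, a gene was called differentially expressed at an adjusted p under 0.05 with any fold change. The 50 most counted genes took 34.4% to 40.4% of the reads in ND-fed mice and 27.7% to 31.7% in MCD-fed mice. The TMM factors, which adjust for differences in composition, were 0.723 to 0.943 in the ND group and 1.10 to 1.23 in the MCD group. The first principal component of the normalized values held 45.2% of the variance and separated the diets. The second held 20.1% and set ND replicates 6 and 7 apart from the rest.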

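Of the 13555 genes tested, 4225 were differentially expressed, 2139 higher and 2086 lower in the MCD-fed mice. The groups did not overlap at all for 1539 genes, or 11.4% of those tested, where chance gives 0.058%. Transcription factors were taken from a list of gene symbol families written before the data were examined, since the list used in the study is not used here. It holds 1551 genes of the files, 628 of them C2H2 zinc finger genes, and 945 were tested. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, 211 of the 945 were differentially expressed, 118 higher and 93 lower in MCD-fed mice. With p-values adjusted over the list alone, 172 were called. For 47 transcription factors every MCD-fed mouse lay on the same side of every ND-fed mouse. The number fell to 69 when a log2 fold change of at least 1 in size was required and to 104 at an adjusted p under 0.01 by the same test. With reads scaled by library size only, 441 transcription factors were called and 96.4% of them were higher in MCD-fed mice, while the median log2 fold change of all genes tested moved from -0.02 to 0.43.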

Transcriptomic analysis revealed 246 differentially expressed transcription factors (Figure S3A) between liver tissues from MCD‐fed mice and those from ND‐fed mice. These transcription factors intersected with 555 transcription factors of LAMP2A predicted using the Animal TF3.0 database, resulting in the identification of 88 overlapping transcription factors (Figure S3B). Among the top 10 overlapping transcription factors (Figure S3C), FOXM1 was found to be linked to hepatic inflammation and fibrosis.^22^, ^23^ Therefore, we evaluated FOXM1 expression in human liver biopsy samples. 

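The gene encoding FOXM1, Foxm1 (ENSMUSG00000001517), lies on chromosome 6 of GRCm38 from 128362967 to 128376146 on the plus strand, and the annotation places the genes Tex52 and Gm44596 over part of it on the same strand. Its reads were few in both groups, 26 to 71 per MCD-fed mouse and 3 to 16 per ND-fed mouse. Normalized, this was 2.03 ± 0.718 CPM (SD, n = 7) in the MCD group and 0.469 ± 0.275 (SD, n = 7) in the ND group. The log2 fold change was 2.09 with a standard error of 0.34 (adjusted p = 1.96e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Foxm1 was higher in all 7 MCD-fed mice than in every ND-fed mouse (two-sided exact permutation test, p = 0.000583, the smallest p that 7 mice against 7 allow). Leaving out each mouse in turn gave log2 fold changes of 1.91 to 2.42. The alternative that moved it most, chosen after seeing the data, took the reads relative to those of Actb and gave 1.54, and scaling by library size only gave 2.53. Genes of dividing cells rose in the same livers, with a median log2 fold change of 1.56 over 18 genes tested, and whole-liver counts do not tell which cells carried the Foxm1 reads. In the paper's reasoning, FOXM1 was taken from the transcription factors that both changed in this comparison and were predicted for LAMP2A because it was linked to hepatic inflammation and fibrosis, which led to its measurement in human liver biopsies.

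**Figure D1:**
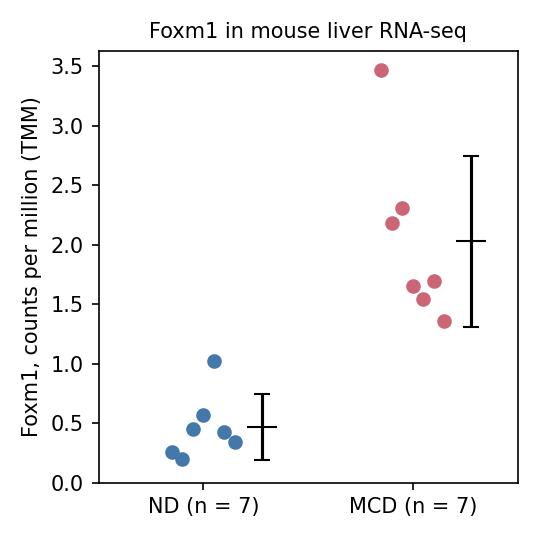
Foxm1 in each mouse liver, in CPM after TMM normalization (vertical axis), by diet. Points are mice and the black bars give the mean and SD of the 7 mice per group. The MCD-fed mice lie between 1.36 and 3.46 and the ND-fed mice between 0.202 and 1.03.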

The nuclear expression of FOXM1 was higher in NASH livers compared to NAFL or normal livers, and FOXM1 was hardly expressed in normal livers (Figure 5A). Consistently, the hepatic mRNA (Figure 5B) and protein (Figure 5C,D) levels of FOXM1 were dramatically greater in the MCD‐fed mice versus ND‐fed mice. To analyse the FOXM1 expression in hepatocytes, PHs were obtained from MCD‐fed and ND‐fed mice. Similarly, FOXM1 expression was significantly greater in hepatocytes isolated from MCD‐fed mice versus those isolated from ND‐fed mice (Figure 5E). Furthermore, in vitro experiments demonstrated that PA treatment significantly increased FOXM1 expression in PHs (Figure 5F) and HepG2 cells (Figure 5G,H). In addition, FOXM1 knockdown partially counteracted the PA‐induced downregulation of LAMP2A expression (Figure 5I), suggesting a negative correlation between FOXM1 and LAMP2A expression. To determine whether FOXM1 inhibited LAMP2A expression at the transcription level, the potential binding sites of FOXM1 in the LAMP2A promoter region were predicted using the JASPAR database and validated in HepG2 cells via a DLR and ChIP assays. Our findings suggested that the PA‐induced downregulation of LAMP2A expression was regulated by potential FOXM1‐binding sites situated between −2000 and −200 bp (Figure 5K). Consistently, ChIP confirmed that FOXM1 could bind to two regions in the LAMP2A promoter (from −1046 to −773 bp and from −510 to −222 bp) (Figure 5L). These results indicated that FOXM1 suppressed LAMP2A expression by binding to its promoter in PA‐treated HepG2 cells.

**FIGURE 5:**
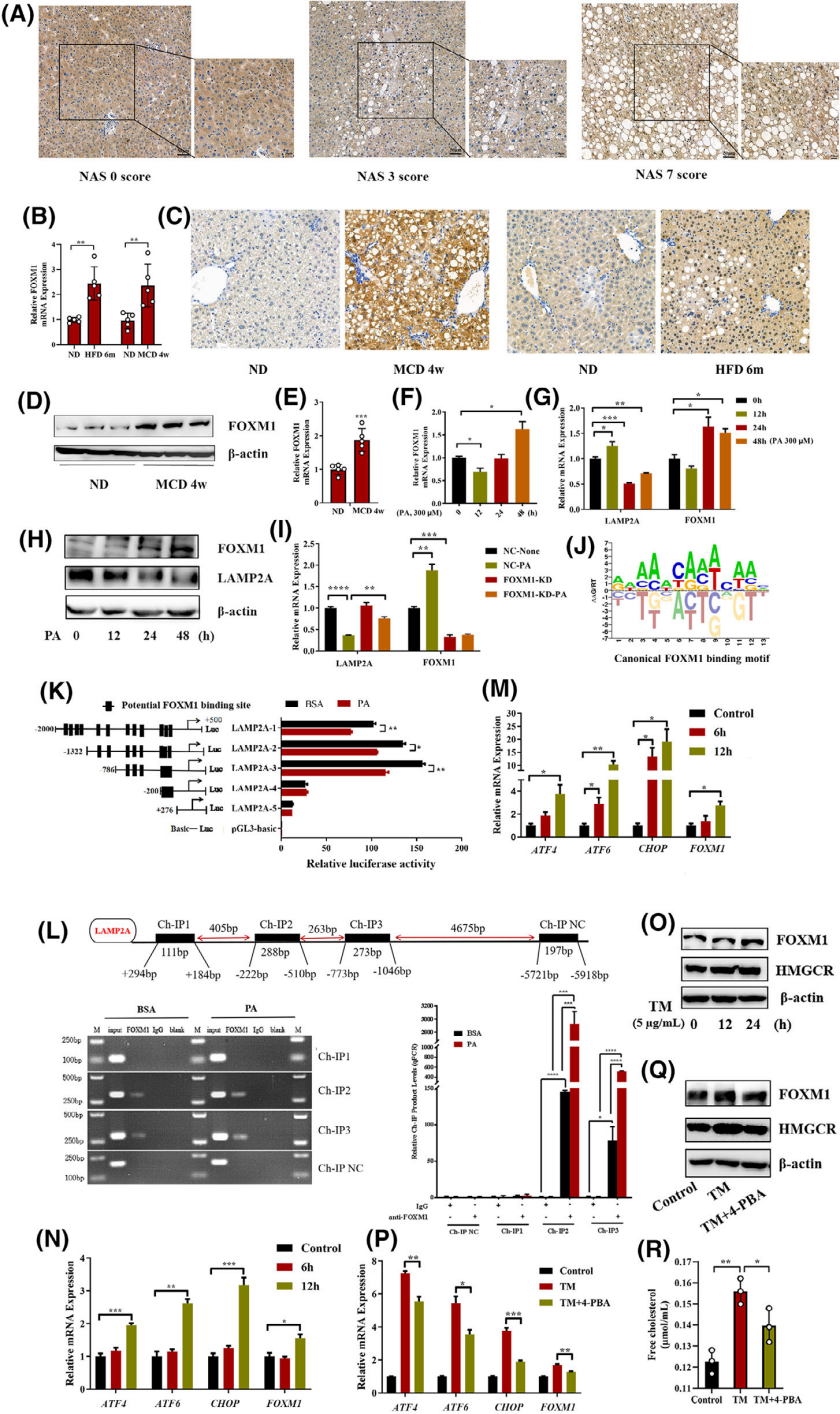
Upregulated FOXM1 expression impairs chaperone‐mediated autophagy (CMA) and endoplasmic reticulum (ER) stress contributes to upregulated FOXM1 expression in nonalcoholic steatohepatitis (NASH). (A) Representative images of immunohistochemical staining for FOXM1 in liver tissues from patients with NASH (the sample size is the same as that in Figure 1). (B) qRT‒PCR results for the mRNA expression of FOXM1 in liver tissues from high‐fat diet (HFD)‐fed or methionine and choline (MCD)‐fed mice (*n* = 5). (C) Representative images of immunohistochemical staining for FOXM1 in liver tissues from HFD‐ or MCD‐fed mice (*n* = 5). (D) Representative Western blot images of FOXM1 expression in liver tissues from mice fed MCD. (E) qRT‒PCR results for the mRNA expression of FOXM1 in primary hepatocytes from mice fed a MCD (*n* = 5). (F) qRT‒PCR results for the mRNA expression of FOXM1 in primary hepatocytes treated with palmitic acid (PA) (300 µM). (G) qRT‒PCR results for the mRNA expression of FOXM1 and lysosome‐associated membrane protein 2A (LAMP2A) in HepG2 cells treated with PA (300 µM). (H) Western blot results for the protein expression of LAMP2A and FOXM1 in HepG2 cells treated with PA (300 µM). (I) qRT‒PCR results for the mRNA expression of FOXM1 and LAMP2A in negative control cells and FOXM1‐knockdown cells treated with or without PA (300 µM). (J) Canonical FOXM1‐binding motif identified using the JASPAR database. (K) Serially truncated LAMP2A promoter fragments were cloned and inserted into pGL3‐luciferase reporter plasmids and transfected into HepG2 cells. The cells were subsequently treated with PA (200 µM) for 24 h, and the relative luciferase activity was subsequently evaluated 72 h after the end of PA treatment. (L) ChIP assays demonstrated the direct binding of FOXM1 to the LAMP2A promoter region in HepG2 cells. M, marker. qRT‒PCR analysis of the ChIP products validated the binding between FOXM1 and the LAMP2A promoter. (M) qRT‒PCR results for the mRNA expression of ER stress‐related genes and FOXM1 in HepG2 cells treated with tunicamycin (5 µg/mL). (N) qRT‒PCR results for the mRNA expression of ER stress‐related genes and FOXM1 in HepG2 cells treated with β‐mercaptoethanol (.55 mM). (O) Western blot results for the protein expression of FOXM1 and 3‐hydroxy‐3‐methylglutaryl coenzyme A (HMGCR) in HepG2 cells treated with tunicamycin (5 µg/mL). (P) qRT‒PCR results for the mRNA expression of ER stress‐related genes in HepG2 cells treated with tunicamycin (5 µg/mL) for 12 h only or then with 4‐phenylbutyric acid (4‐PBA) (1 mM) for 4 h. (Q) Western blot results for the protein expression of FOXM1 and HMGCR in HepG2 cells treated with tunicamycin (5 µg/mL) for 24 h only or then with 4‐PBA (1 mM) for 12 h. (R) Levels of free cholesterol in HepG2 cells treated with tunicamycin (5 µg/mL) for 24 h only or then with 4‐PBA (1 mM) for 12 h. All data are expressed as means ± standard deviations (SDs) (^*^ *p* < .05; ^**^ *p* < .01; ^**^ *p* < .001). Significance was determined by two‐tailed unpaired Student's *t*‐test as appropriate with Prism software (GraphPad).

Furthermore, we explored the cause of upregulated hepatic FOXM1 expression in NASH. The induction of ER stress via activators such as tunicamycin (TM) (Figure 5M,O) and β‐mercaptoethanol (Figure 5N) increased FOXM1 expression, whereas its inhibition via 4‐phenylbutyric acid (4‐PBA) (Figure 5P,Q) decreased FOXM1 expression, suggesting that ER stress may regulate FOXM1 expression. Moreover, the protein expression of HMGCR (Figure 5O,Q) and the levels of FC (Figure 5R) also changed with increasing ER stress.

Altogether, our findings suggest that upregulated expression of FOXM1 impairs CMA by suppressing the transcription of LAMP2A; CMA impairment enhances ER stress, which in turn increases FOXM1 expression and FC levels, resulting in a vicious cycle and promoting the development of NASH.

### 3.6 Increased hepatic CMA activity ameliorates diet‐induced NASH phenotype and ER stress

We successfully induced liver‐specific LAMP2A overexpression in mice via AAV 8 (AAV‐LAMP2A) to validate the involvement of hepatocyte CMA in NASH pathogenesis (Figure S4A). Oil Red O and H&E staining suggested that the severity of hepatic steatosis significantly weakened in LAMP2A‐overexpressing mice reactive to control mice after 4 weeks of MCD consumption (Figure 6A). In addition, histological analysis revealed that LAMP2A‐overexpressing mice presented weaker inflammatory responses, lower infiltration levels of F4/80^+^ macrophages and MPO^+^ neutrophils, and lower mRNA levels of proinflammatory cytokines (*Il6*, *Tnfα*, *F4/80*, *Ccl2* and *Nlrp3*) (Figure 6B–C). Sirius red staining revealed that the fibrotic area (Figure 6D) and fibrosis‐related gene expression (*αSMA*, *Col1a1*, *Col1a2* and *Col1a3*) (Figure 6E) were lower in LAMP2A‐overexpressing mice compared to control mice after 8 weeks of MCD consumption. These results were partially validated in PA‐treated HepG2 and LAMP2A‐overexpressing cells (LV‐LAMP2A) (Figure S4B), suggesting that LAMP2A overexpression alleviated PA‐induced steatosis (Figure 6F,G) and inflammation (Figure 6H) in vitro. Furthermore, FC levels were evaluated in LAMP2A‐overexpressing MCD‐fed mice and in LAMP2A‐overexpressing cells treated with PA. The results revealed that LAMP2A overexpression in hepatocytes decreased the level of FC both in vivo (Figure 6I,J) and in vitro (Figure 6K). Finally, the ER stress status was also assessed in these mice and cells. The results revealed that the LAMP2A overexpression‐induced increase in CMA activity partially alleviated PA‐induced ER stress in vivo (Figure 6L) and in vitro (Figure 6M). Altogether, our findings suggest that increasing CMA activity in the liver effectively alleviates diet‐induced NASH and ER stress.

**FIGURE 6:**
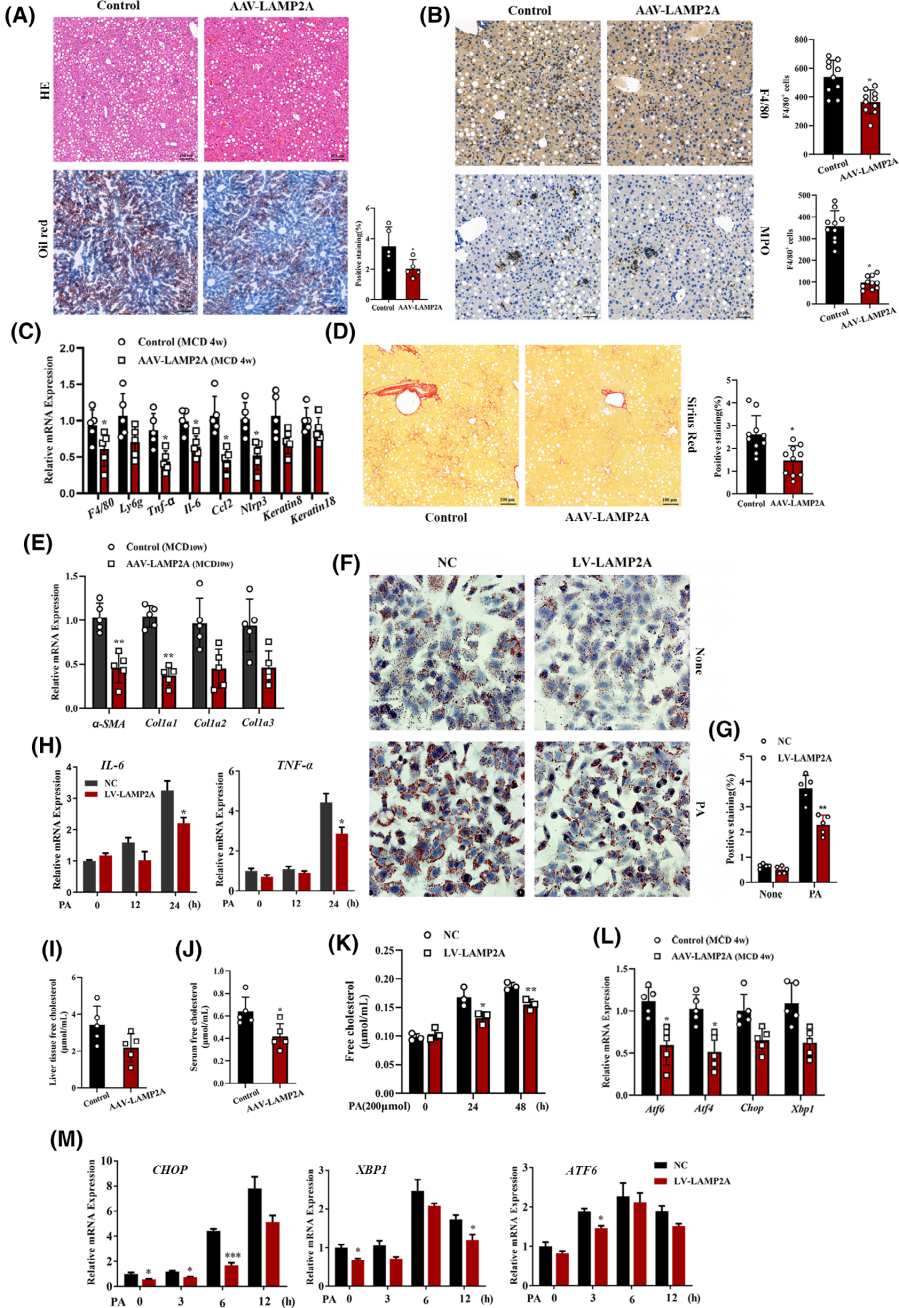
Increasing chaperone‐mediated autophagy (CMA) activity in the liver ameliorates the diet‐induced nonalcoholic steatohepatitis (NASH) phenotype and endoplasmic reticulum (ER) stress. (A) Representative images of haematoxylin and eosin (H&E) and oil red O staining of liver tissues from control and AAV‐LAMP2A mice fed a methionine and choline (MCD) diet for 4 weeks (*n* = 5) and relative quantification of oil red O staining (using Image‐Pro Plus software). (B) Representative images of immunohistochemical staining for F4/80 and myeloperoxidase (MPO) in liver tissues from control and AAV‐LAMP2A mice fed a MCD for 4 weeks and count of F4/80^+^ cells and MPO^+^ cells (F4/80^+^ cells and MPO^+^ cells were counted using the Image‐Pro Plus software; five mice in each group and two fields in each mouse were analysed). (C) qRT‒PCR results for the mRNA expression of inflammatory cytokines in control and AAV‐LAMP2A mice fed a MCD for 4 weeks (*n* = 5). (D) Representative images of Sirius red staining of liver tissues from control and AAV‐LAMP2A mice fed a MCD for 8 weeks (*n* = 5) and relative quantification of Sirius red staining (using Image‐Pro Plus software, two fields were analysed for each mouse). (E) qRT‒PCR results for the mRNA expression of fibrosis‐related genes in liver tissues from control and AAV‐LAMP2A mice fed a MCD for 8 weeks (*n* = 5). (F) Representative images of oil red O staining of negative control (NC) and LAMP2A‐overexpressing (LV‐LAMP2A) cells treated with palmitic acid (PA) (300 µM, 24 h). (G) Relative quantification of oil red O staining in (F) (using Image‐Pro Plus software, five fields from each group were analysed). (H) qRT‒PCR results for the mRNA expression of interleukin‐6 (IL‐6) and tumour necrosis factor alpha (TNFα) in NC and LV‐LAMP2A cells treated with PA (400 µM). Levels of free cholesterol in the liver tissue (I) and serum (J) of mice fed a MCD for 4 weeks (*n* = 5). (K) Levels of free cholesterol in NC and LV‐LAMP2A cells treated with PA (300 µM, 24 h). (L) qRT‒PCR results for the mRNA expression of ER stress‐related genes in control and AAV‐LAMP2A mice fed a MCD for 4 weeks (*n* = 5). (M) qRT‒PCR results for the mRNA expression of ER stress‐related genes in NC and LV‐LAMP2A cells treated with PA (400 µM). All the data are expressed as means ± standard deviations (SDs) (^*^ *p* < .05; ^**^ *p* < .01). Significance was determined by two‐tailed unpaired Student's *t*‐test as appropriate with Prism software (GraphPad). AAV, adeno‐associated virus; LAMP2A, lysosome‐associated membrane protein 2A.

## 4 DISCUSSION

This study uncovered that the hepatic tissues of NASH mice and patients had markedly lower CMA activity. CMA deficiency induced by hepatocyte‐specific LAMP2A knockout aggravated liver damage, inflammation and fibrosis, in diet‐induced NASH mice. Although CMA deficiency significantly aggravated liver fibrosis in diet‐induced NASH mice, we did not observe an association between CMA activity and fibrosis levels in NASH patients. We speculate that our sample size was limited, the stage of fibrosis was early, and no patients experienced decompensation events, which may have influenced our observation of the correlation between CMA activity and fibrosis stage. To better confirm the association between CMA activity and fibrosis stage, we will further expand the sample size and include patients with different stages of fibrosis.

Lipotoxicity‐induced inflammation can trigger and aggravate hepatocyte damage, causing NASH.^24^ Recent studies have shown that NASH‐related lipotoxicity is attributed to FC accumulation. Within the ER, cholesterol synthesis is strictly regulated by HMGCR, the rate‐limiting enzyme in cholesterol biosynthesis.^25^ The disruption of cholesterol homeostasis induces ER stress, whereas sustained ER stress contributes to NASH progression. We found that CMA deficiency in hepatocytes increased cholesterol accumulation by blocking HMGCR degradation and increasing ER stress in mice with diet‐induced NASH. In contrast, enhancing CMA activity in mice and cell lines through genetic manipulation alleviated the severity of NASH. FOXM1 expression was elevated in the livers of diet‐induced NASH mice and NASH patients and inhibited LAMP2A expression at the transcription level. Decreased CMA activity aggravated ER stress, which in turn upregulated FOXM1 expression and FC levels, forming a vicious cycle and promoting NASH development.

Currently, NAFLD affects an estimated 32.4% of the global population, and its prevalence is projected to increase further.^26^ Approximately one‐third of NAFLD patients progress to inflammatory steatohepatitis and fibrosis, potentially leading to decompensated liver disease, cirrhosis and death.^27^ Therefore, it is essential to block NAFLD progression to NASH. In this study, CMA activity dramatically declined in liver tissues of NASH patients as well as NASH mice after 4‐week MCD consumption or 6‐month HFD consumption; however, it was slightly greater in liver tissues of simple steatosis patients (Figure 1A) and mice with HFD‐induced simple steatosis (3 months of HFD consumption) (Figure S5) than in the corresponding control liver tissues. Therefore, we speculate that CMA is a defense mechanism activated in hepatocytes in response to lipid accumulation in the early stage; however, it fails to protect the liver against sustained lipid accumulation. This study revealed that increasing CMA activity is a potential therapeutic strategy for NASH and may be more effective if implemented in the early stage.

Given CMA's protective function in NASH progression, we investigated how CMA deficiency affects NASH development. ER stress can induce NASH onset and progression. In particular, mild ER stress alleviates the pathological manifestations of NASH, whereas severe and sustained ER stress exacerbates the pathological manifestations by inducing inflammation, cell death and extracellular vesicle secretion.^28^ Here, we showed that mice deficient in hepatocyte‐specific CMA were more susceptible to diet‐induced NASH as it aggravates ER stress and liver damage. Lipidomic analysis revealed that CMA deficiency led to cholesterol accumulation, which induced ER stress. Consistently, a previous study reported that total LAMP2A knockout markedly increased the levels of total circulating cholesterol, whereas CMA activation markedly decreased cholesterol levels in mice.^29^ Hepatic CMA deficiency results in metabolic dysfunction owing to the failure of the timely degradation of lipid and glucose metabolism‐related proteins. In this study, HMGCR, a rate‐limiting enzyme of cholesterol biosynthesis, was identified as a potential substrate for CMA, and the abnormal degradation of HMGCR induced by CMA deficiency was found to be mainly responsible for cholesterol accumulation in NASH. Therefore, we speculate that CMA deficiency in hepatocytes promotes the development of NASH by enhancing ER stress through the disruption of cholesterol metabolism. We previously reported that CMA deficiency‐induced abnormal Nup85 degradation aggravates macrophage recruitment and promotes liver inflammation.^30^ Stellate and sinusoidal endothelial cells are essential for NASH development,^31^ but the function of CMA in these cells remains unclear. We will explore this topic in future studies.

Finally, we examined the cause of downregulated LAMP2A expression in NASH. The FOX protein family comprises transcription factors distinguished by a winged‐helix structure within the DNA‐binding domain. Among these, FOXM1 directly or indirectly regulates cell differentiation,^32^ proliferation,^33^ metabolism,^34^, ^35^ apoptosis^36^ and the maintenance of stem cell pluripotency.^37^ Additionally, it contributes to the progression and recovery of various diseases, including pulmonary fibrosis,^38^, ^39^ pneumonia,^40^, ^41^ diabetes,^42^ liver injury repair,^43^ adrenal lesions,^44^ vascular diseases,^45^ brain diseases,^46^ arthritis,^47^, ^48^ myasthenia gravis^49^ and psoriasis.^50^, ^51^ While FOXM1 has been extensively researched in various human diseases, its role in NASH warrants further investigation. This study revealed that hepatic FOXM1 expression was significantly high NASH patients and mice and was negatively correlated with LAMP2A expression. FOXM1 knockdown prevented the PA‐induced downregulation of LAMP2A expression in vitro. In addition, FOXM1 inhibited the transcription of LAMP2A. On the basis of these findings, we attempted to examine the cause of upregulated hepatic FOXM1 expression in NASH. In addition to lipid challenge, we found that ER stress could induce the upregulation of FOXM1 expression. Therefore, we speculate that the disruption of the FOXM1/CMA/ER stress axis promotes NASH progression. However, the complex role of FOXM1 in NASH warrants in‐depth investigation.

In conclusion, this study revealed that decreased CMA activity in hepatocytes leads to cholesterol accumulation and enhances ER stress, consequently accelerating NASH progression. In addition, upregulated FOXM1 expression was responsible for the decrease of CMA activity. Therefore, targeting the FOXM1/CMA/ER stress signaling cascade may represent a potential therapeutic strategy for NASH.

## AUTHOR CONTRIBUTIONS

Jingbo Wang and Ying Han supervised the project. Shuoyi Ma, Erzhuo Xia and Xia Zhou designed the experiments and wrote the manuscript. Xia Zhou, Yulong Shang and Changcun Guo participated in reviewing and editing the manuscript. Miao Zhang, Yinan Hu, Siyuan Tian and Bo Li performed the mouse studies and experiments in cells. Rui Su, Gang Ma and Keshuai Sun assisted with the animal experiments. Guanya Guo, Fangfang Yang and Qingling Fan analysed the data.

## CONFLICT OF INTEREST STATEMENT

The authors declare they have no conflicts of interest.

## Supporting information

Supporting Information

# Supplementary material for: Role of the FOXM1/CMA/ER stress axis in regulating the progression of nonalcoholic steatohepatitis
**Source:** Clin Transl Med. 2025 Feb 9;15(2):e70202. doi: 10.1002/ctm2.70202
**Supplement:** Supplementary file 1 — Supporting Information

**Supplementary Data**

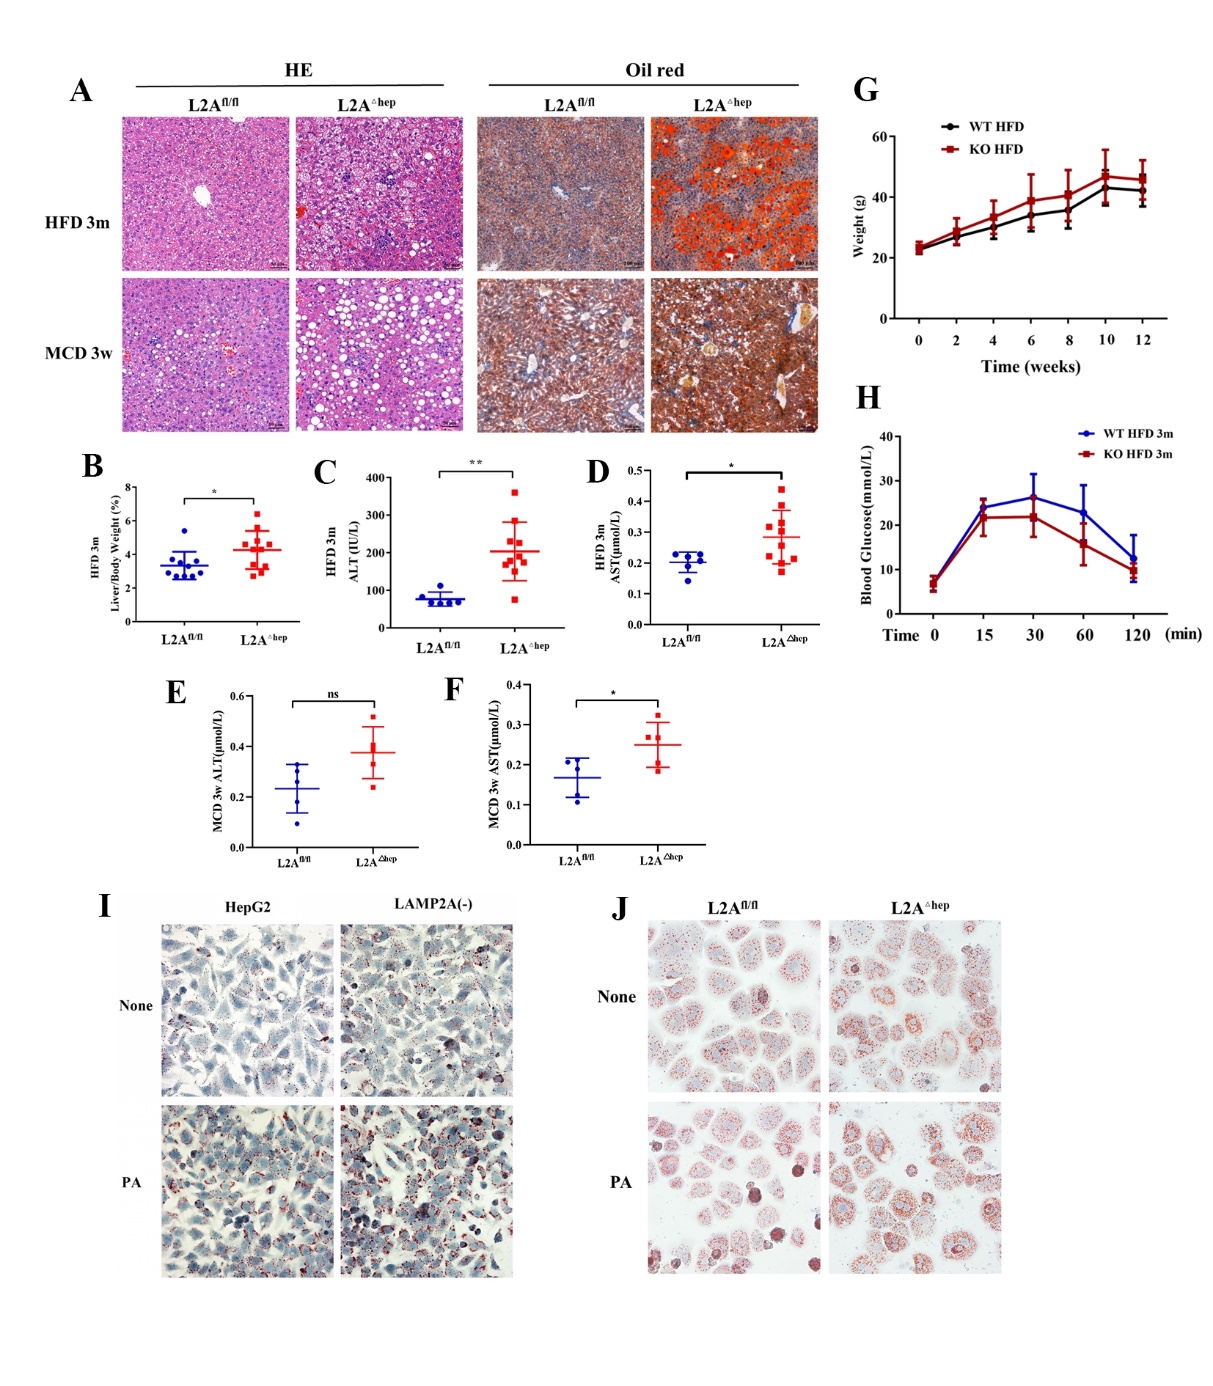

Supplementary Figure 1. **CMA deficiency in hepatocytes aggravates diet-induced hepatic steatosis and liver damage.** (A) Representative images of H&E staining and oil red O staining of liver tissues from LAMP2A^fl/fl^ and LAMP2A^△hep^ mice fed a HFD or MCD (n = 5). (B) Liver-to-body weight ratios of LAMP2A^fl/fl^ and LAMP2A^△hep^ mice fed a HFD. (C) ALT levels in LAMP2A^fl/fl^ and LAMP2A^△hep^ mice fed a HFD. (D) AST levels in LAMP2A^fl/fl^ and LAMP2A^△hep^ mice fed a HFD. (E) ALT levels in LAMP2A^fl/fl^ and LAMP2A^△hep^ mice fed a MCD. (F) AST levels in LAMP2A^fl/fl^ and LAMP2A^△hep^ mice fed a MCD. (G) Weights of LAMP2A^fl/fl^ and LAMP2A^△hep^ mice fed a HFD. (H) Glucose tolerance test of LAMP2A^fl/fl^ and LAMP2A^△hep^ mice fed a HFD. (I) Representative images of oil red O-stained HepG2 and LAMP2A(-) cells treated with PA (300 μM, 24 h) (400×). (J) Representative images of oil red O-stained primary hepatocytes from LAMP2A^fl/fl^ and LAMP2A^△hep^ mice treated with PA (300 μM, 24 h) (400×). All the data are expressed as means ± SDs (*, *P* < 0.05; **, *P* < 0.01; ns, not significant). Significance was determined by two-tailed unpaired Student’s t test as appropriate with Prism software (GraphPad).

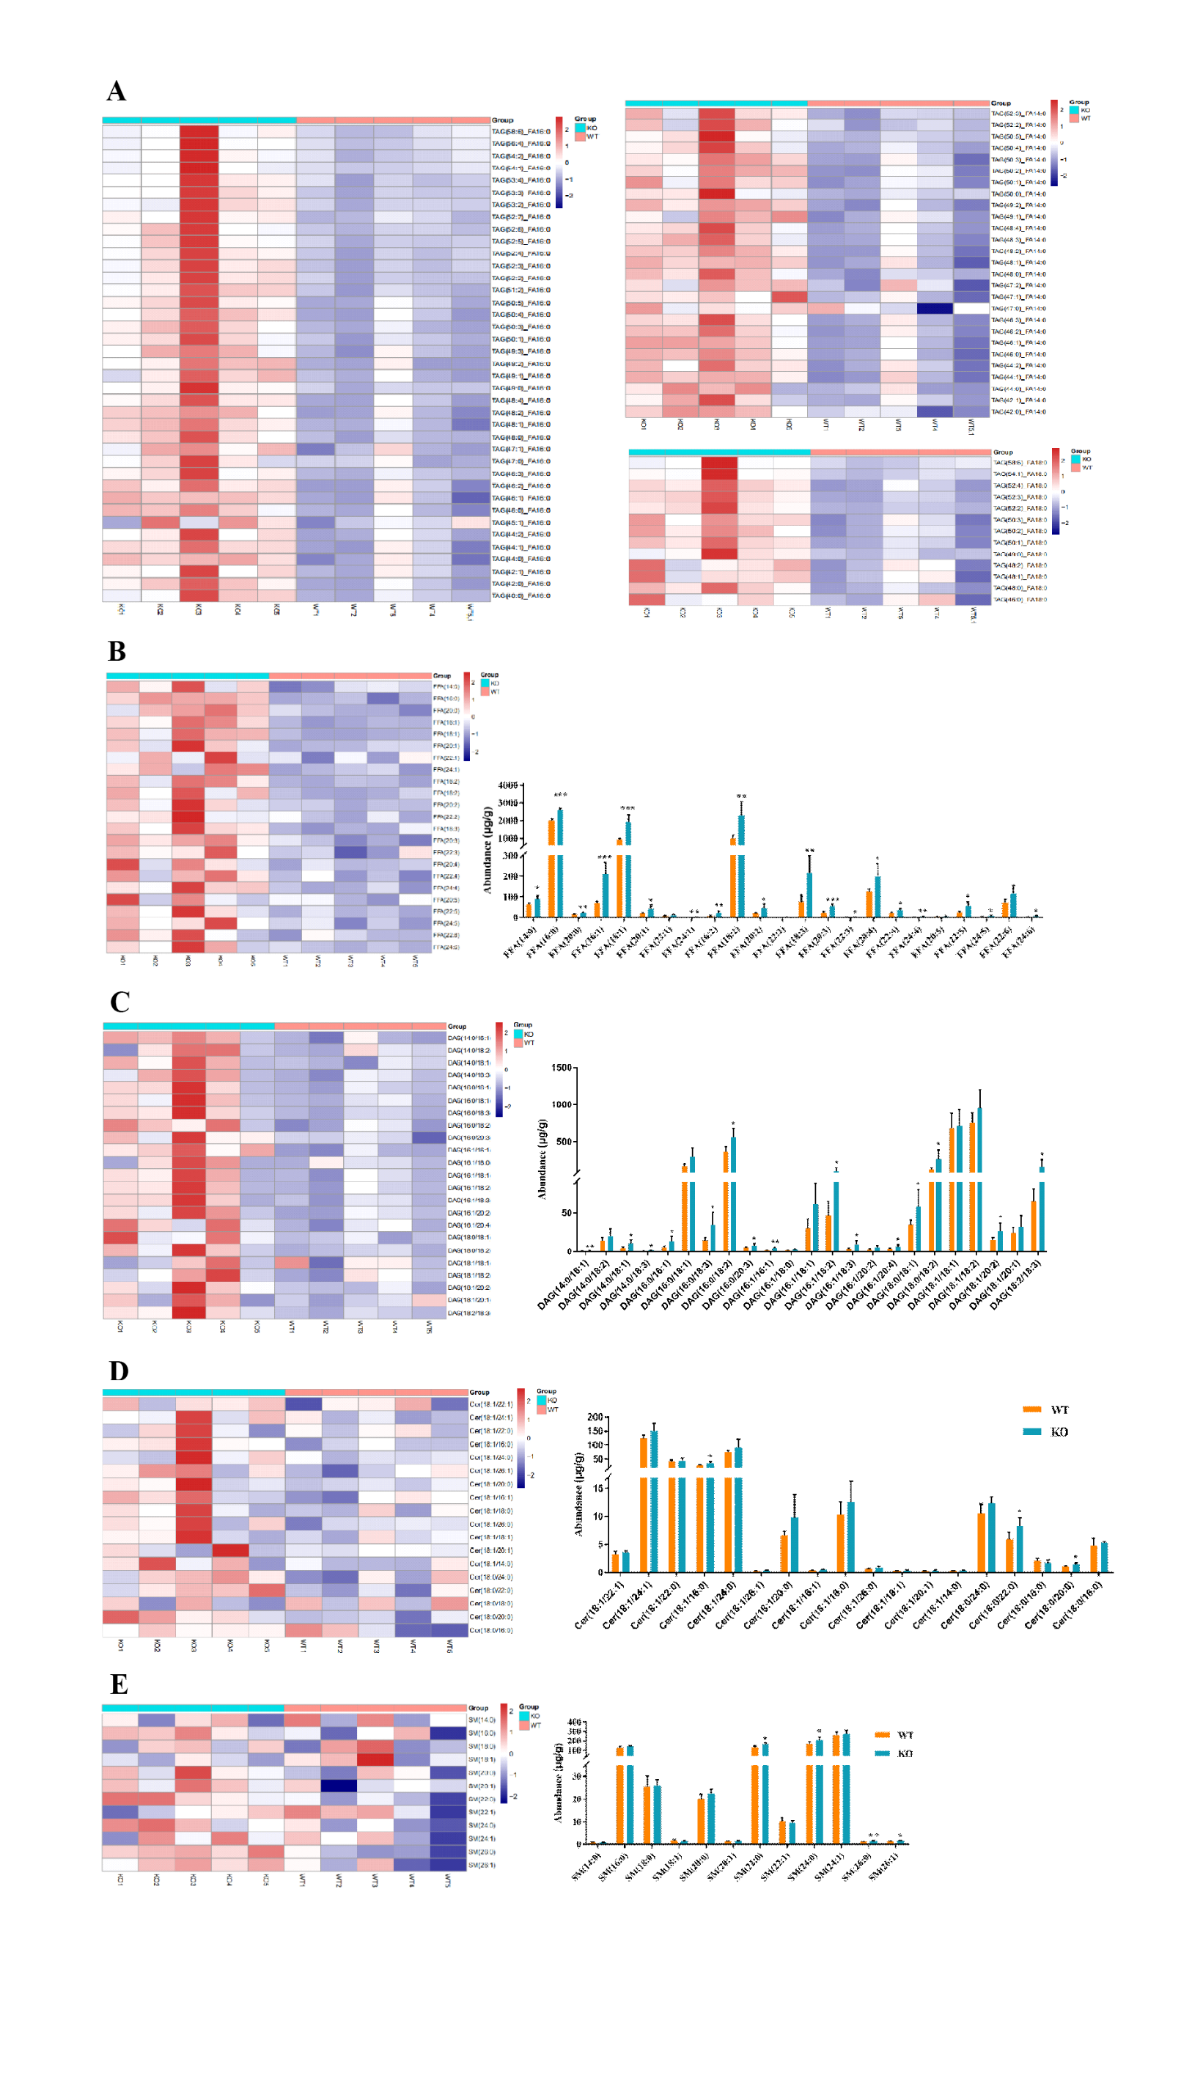

Supplementary Figure 2. **Targeted lipidomic analysis of liver tissues from HFD-fed mice.** (A) Heatmap of differentially abundant TAG species according to P values. (B) Heatmap of differentially abundant FFA species according to P values and their relative abundance in the liver. (C) Heatmap of differentially abundant DAG species according to P values and their relative abundance in the liver. (D) Heatmap of differentially abundant ceramide species according to P values and their relative abundance in the liver. (E) Heatmap of differentially abundant sphingomyelin species according to P values and their relative abundance in the liver. All the data are expressed as means ± SDs (*, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001). Significance was determined by two-tailed unpaired Student’s t test as appropriate with Prism software (GraphPad).

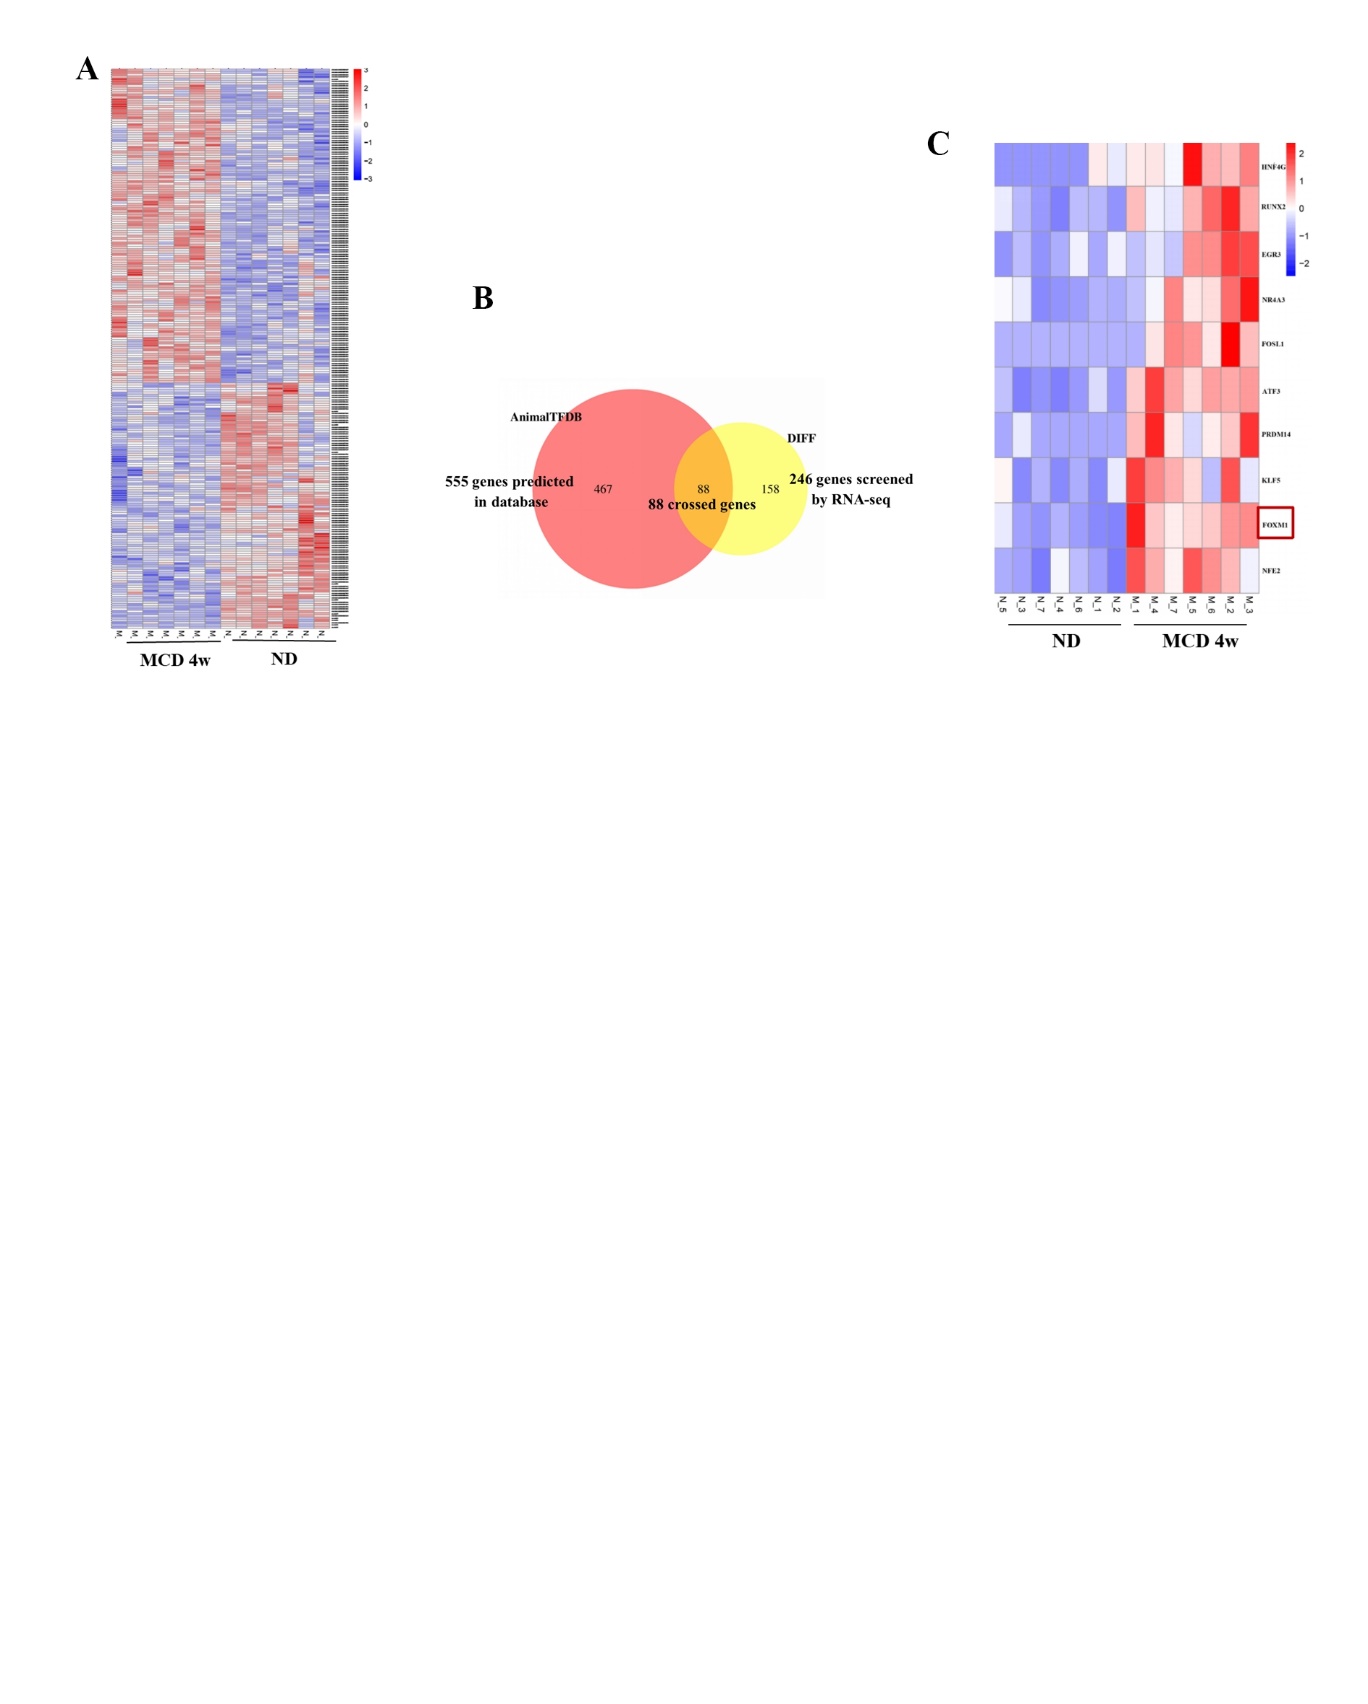

Supplementary Figure 3. **Screening of transcription factors for LAMP2A.** (A) Heatmap of differentially expressed transcription factors between mice fed a ND or MCD for 4 weeks identified via RNA sequencing. (B) Venn diagram showing the overlap of peaks between the transcription factors of LAMP2A identified via RNA sequencing and those predicted using a database. (C) Heatmap of the top 10 of the 88 overlapping transcription factors.

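Among the transcription factors of the symbol list, the largest rises and falls were taken over genes with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the 7 MCD-fed and the 7 ND-fed mice. Beside Atf3, the largest rises were those of Zfp641, Mybl1, Grhl1 and Id1, with log2 fold changes of 3.29, 3.04, 2.38 and 2.19. Zfp641 (ENSMUSG00000022987) had 31 to 56 reads per MCD-fed mouse and 0 to 6 per ND-fed mouse. The largest falls were those of Bcl6, Mycn, Mbd1, Hes6 and Zfp707, with log2 fold changes of -2.54, -2.12, -1.56, -1.53 and -1.37. Bcl6 (ENSMUSG00000022508), on chromosome 16 from 23965052 to 23988852, fell from 46.4 ± 26.6 CPM (SD, n = 7) in ND-fed mice to 7.97 ± 4.69 (SD, n = 7) in MCD-fed mice, with a standard error of 0.38 on the log2 scale (adjusted p = 1.09e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Id1 was far higher in ND replicate 6 than in the other ND-fed mice. Much of the fall of Zfp707 comes from ND replicates 6 and 7, at 96.2 and 78.4 CPM, since the other ND-fed mice lay at 25.5 to 32.3 CPM and the MCD-fed mice at 12.7 to 20.5 CPM, and its log2 fold change was -0.70 with both left out, an alternative chosen after seeing the data. Mycn was counted at 0 to 22 reads per MCD-fed mouse, so its size of change is less certain than that of Hes6, at 589 to 1214 reads. The calls of these genes held with each mouse left out. By class of the list, 46 of the 80 called C2H2 zinc finger genes were lower in MCD-fed mice, while 68 of the 104 called members of the other named families were higher. With library size only, 425 of the 441 called transcription factors were higher, so the balance of directions depended on the normalization.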

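The heatmap lists Hnf4g, Runx2, Egr3, Nr4a3, Fosl1, Atf3, Prdm14, Klf5, Foxm1 and Nfe2. Most of them were counted only rarely, and edgeR's filter on low counts kept 4 of the 10, all called higher in MCD-fed mice. Besides Foxm1, these were Atf3, Nfe2 and Nr4a3. Atf3 (ENSMUSG00000026628, chromosome 1 from 191170296 to 191218039) rose from 1.98 ± 1.47 CPM (SD, n = 7) in ND-fed mice to 23.0 ± 14.4 (SD, n = 7) in MCD-fed mice, and the annotation places Gm24748 over it on the other strand. Its log2 fold change was 3.52 with a standard error of 0.44 (adjusted p = 1.72e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its highest value, in MCD replicate 4, stood apart from the other MCD-fed mice. The log2 fold changes of Nfe2 and Nr4a3 were 2.40 (standard error 0.50, adjusted p = 0.00171) and 2.06 (standard error 0.55, adjusted p = 0.00877) by the same test. Nr4a3 was higher than in every ND-fed mouse in 5 of the 7 MCD-fed mice, and Nfe2 in 6.
Hnf4g, Runx2, Egr3, Fosl1, Prdm14 and Klf5 had at most 28 reads in any MCD-fed mouse and at most 6 in any ND-fed mouse, and Fosl1 had none in the ND group. Two-sided exact permutation tests of the 7 against 7 mice gave p = 0.00117 for Hnf4g, Runx2 and Prdm14, 0.00466 for Fosl1, 0.00583 for Klf5 and 0.0111 for Egr3. Adjusted by the Benjamini-Hochberg method over the 10 genes, the largest exact permutation p was 0.0111. The study chose these 10 on the same libraries, so this is not independent evidence. Without a filter on counts, all 10 were called higher, with adjusted p up to 0.0329 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With a mean of at least 1 CPM required, 2 were tested and called.

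**Figure D2:**
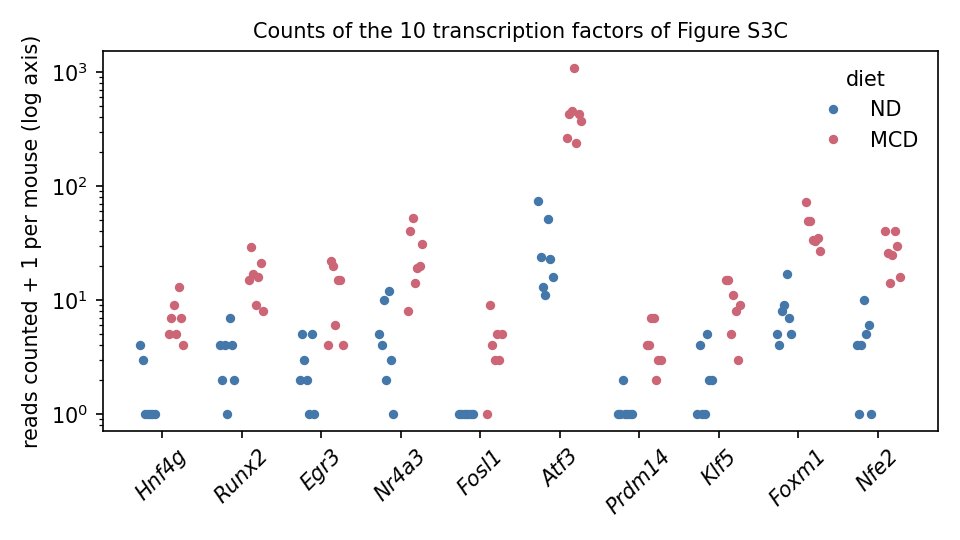
Reads counted per mouse plus 1 (vertical axis, logarithmic) for the 10 transcription factors, by diet. Each point is a mouse, 7 per diet. Atf3 reaches 1080 reads in an MCD-fed mouse, while Fosl1 and Prdm14 stay at or below 8 reads in every mouse.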

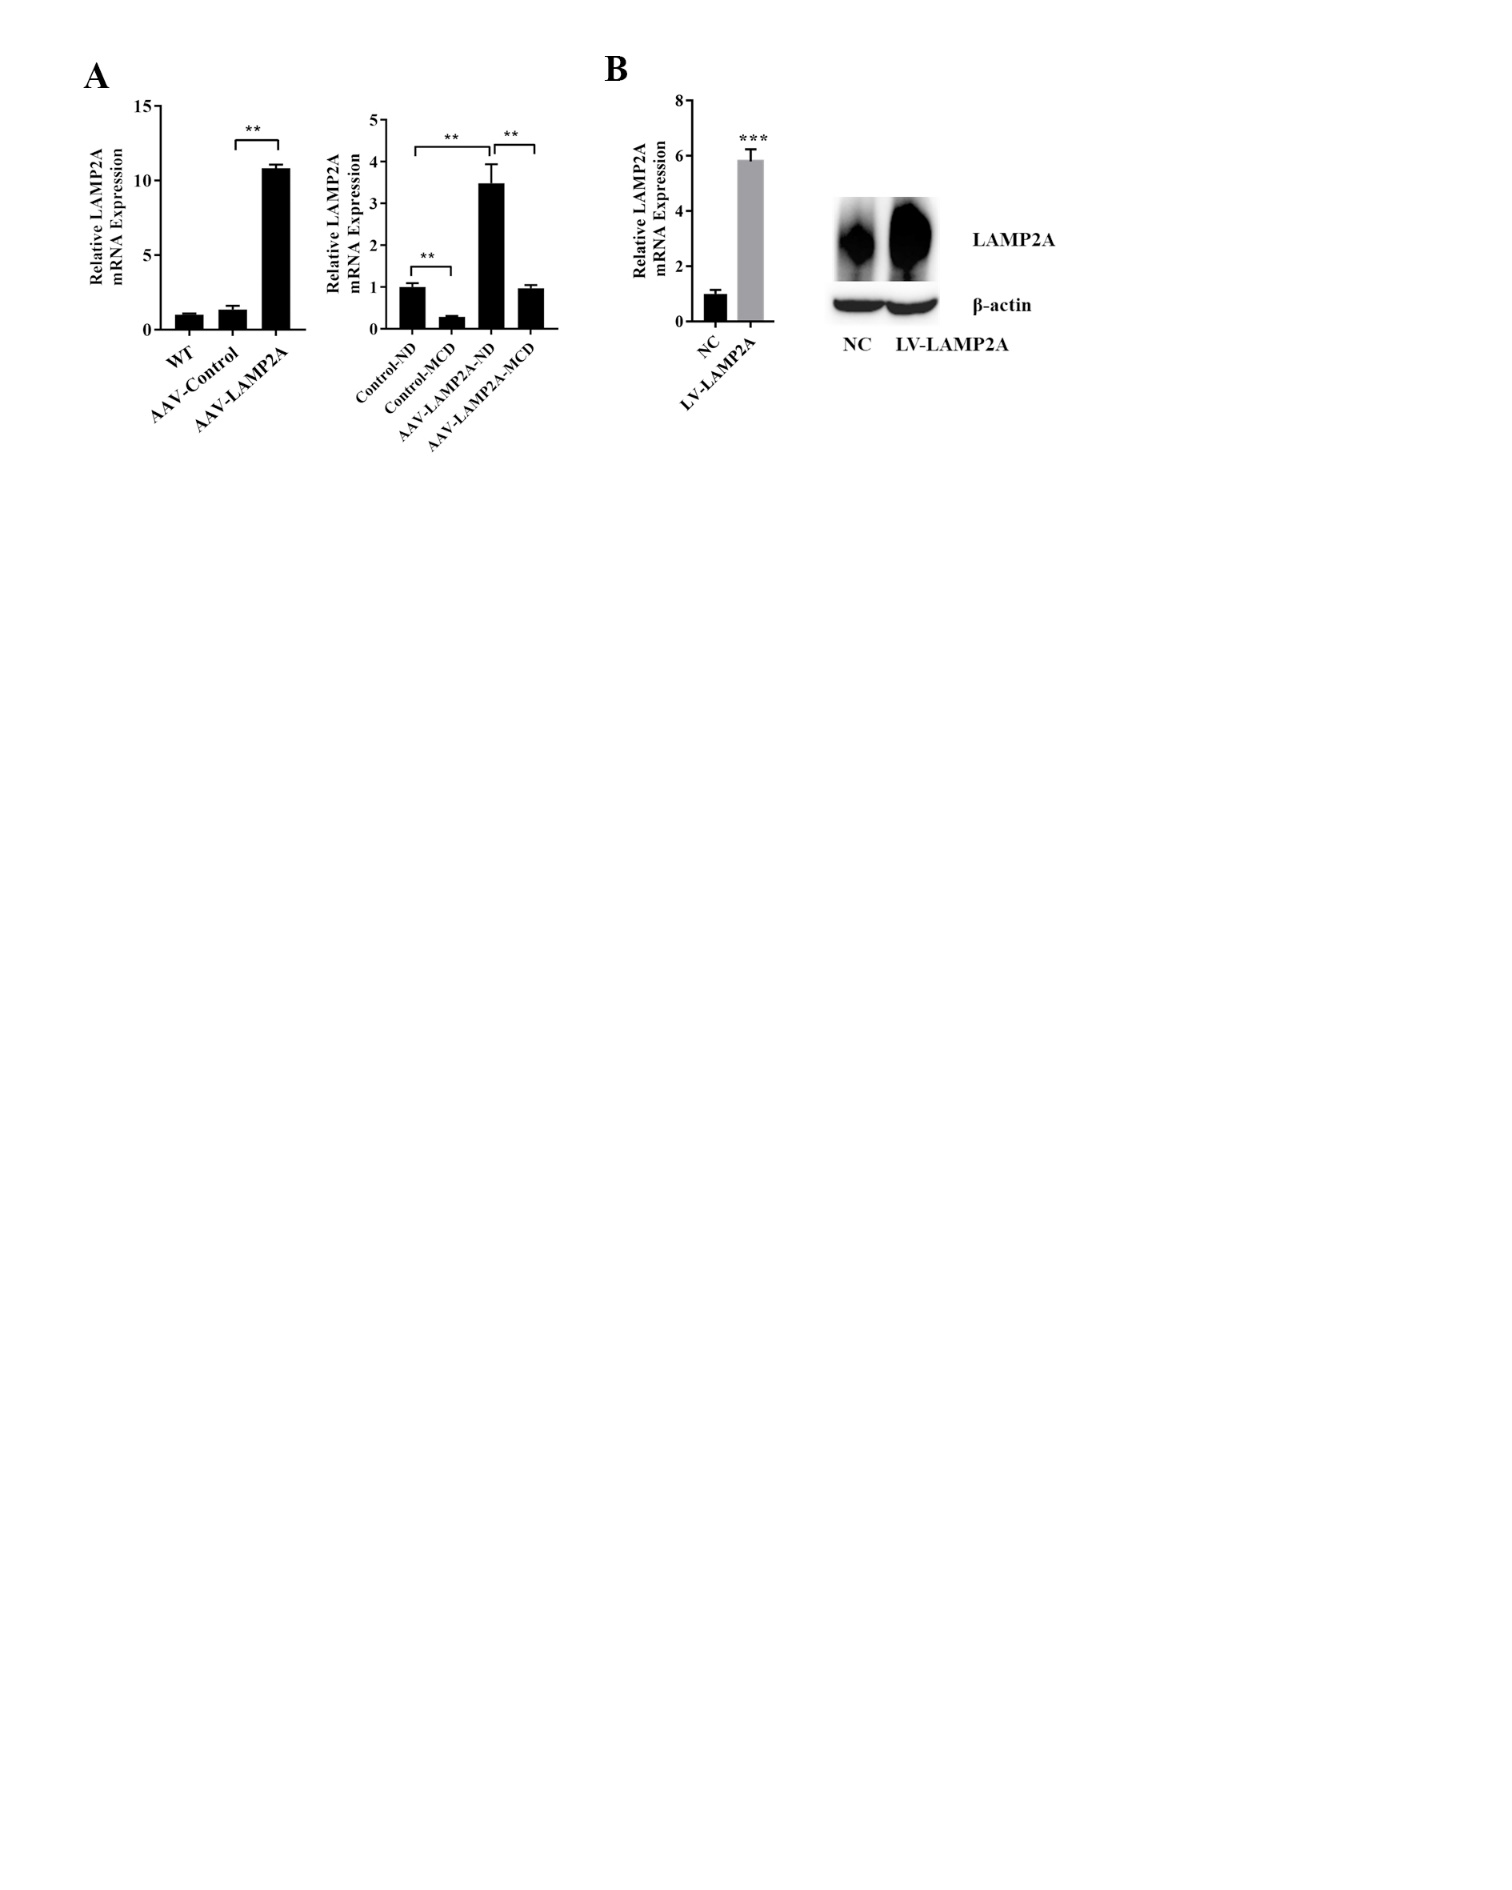

Supplementary Figure 4. **Successful induction of LAMP2A overexpression in the livers of mice (AAV-LAMP2A) and HepG2 cells (LV-LAMP2A).** (A) qRT‒PCR results for the mRNA expression of LAMP2A in liver tissues from control and AAV-LAMP2A mice (n = 3). (B) qRT‒PCR results for the mRNA expression of LAMP2A and western blot results for the protein expression of LAMP2A in negative control (NC) and LV-LAMP2A cells. All the data are expressed as means ± SDs (*, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001). Significance was determined by two-tailed unpaired Student’s t test as appropriate with Prism software (GraphPad).

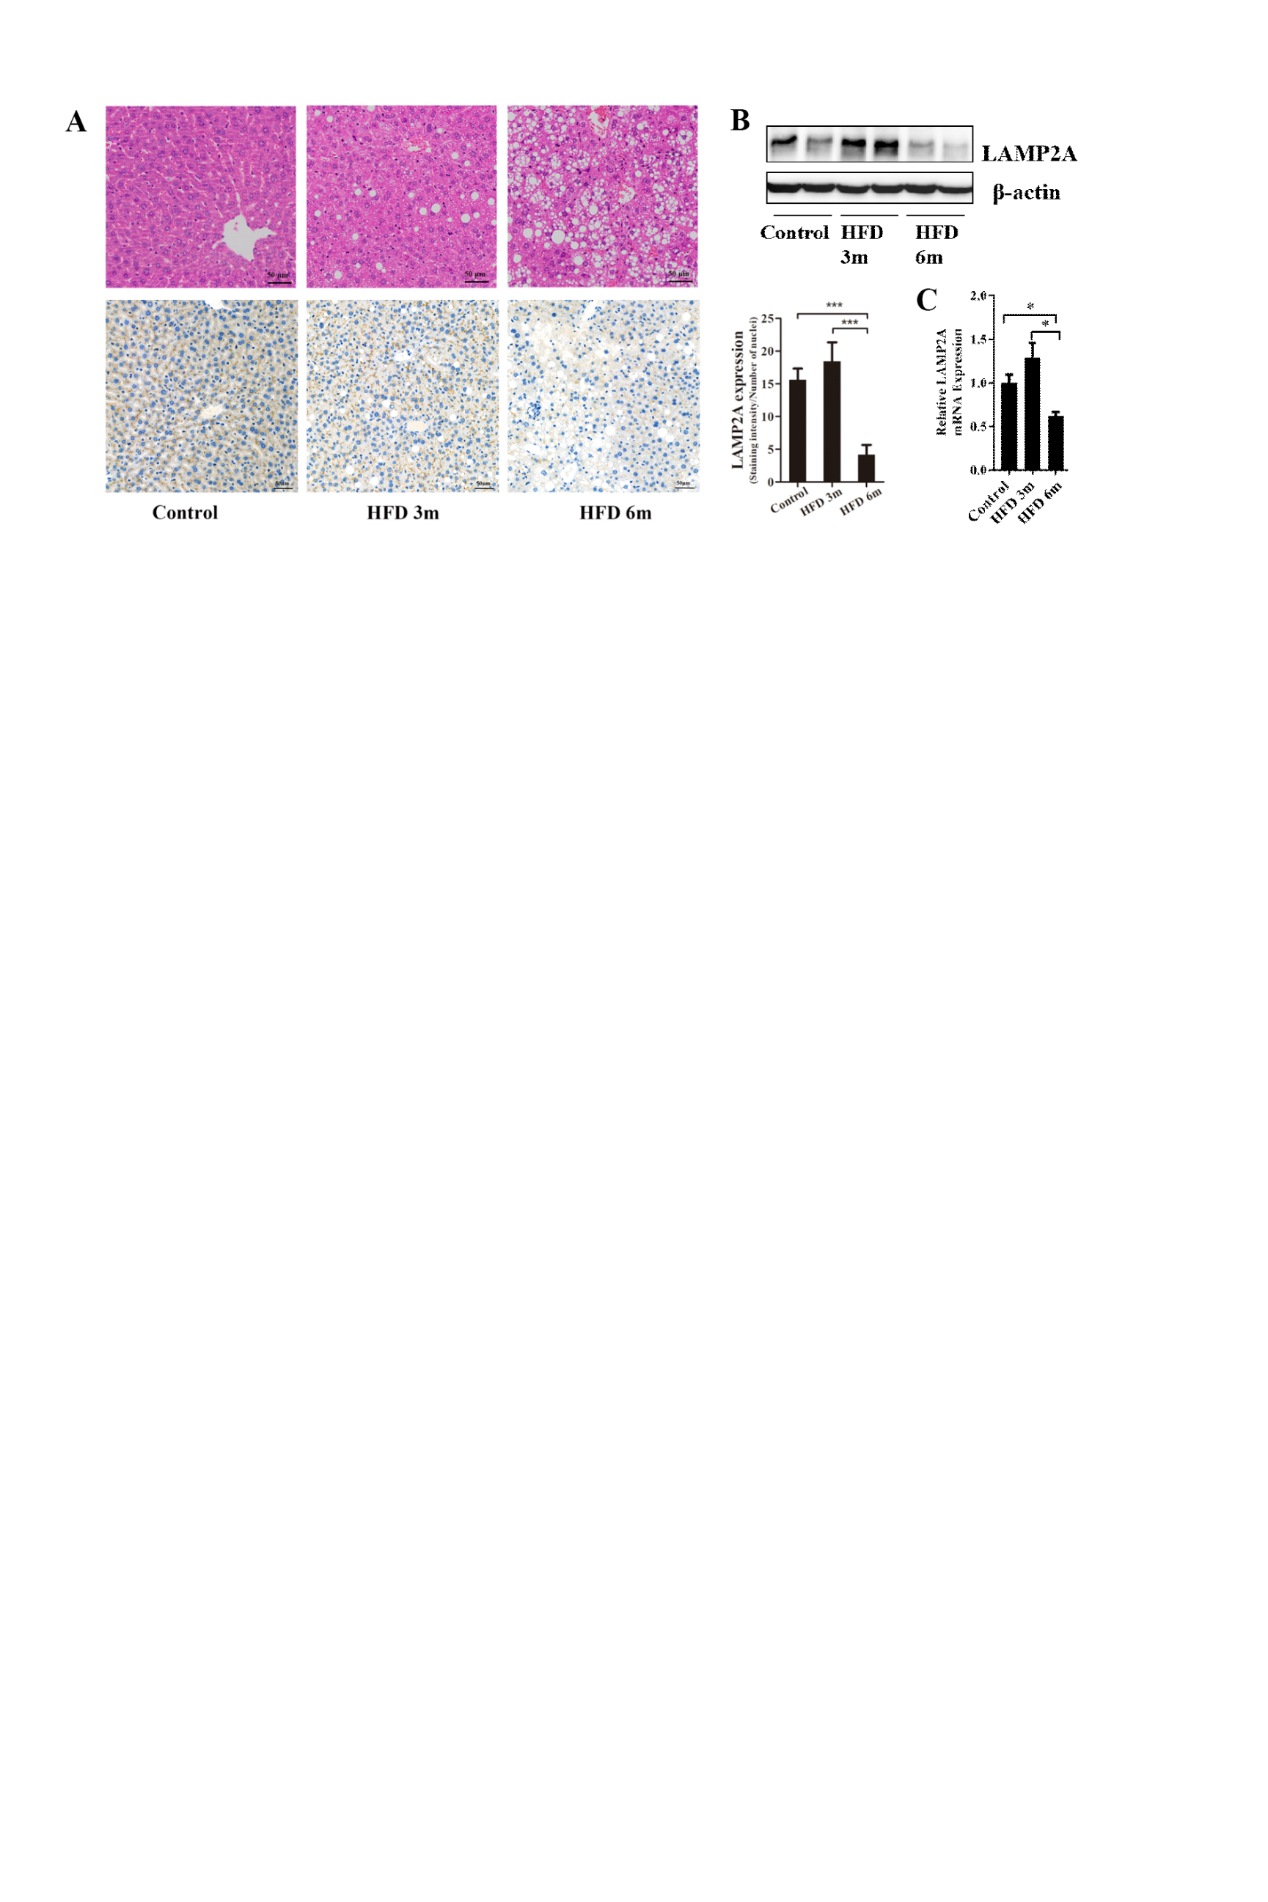

Supplementary Figure 5. **CMA is impaired during the progression of NAFLD to NASH in HFD-fed mice.** (A) Representative images of H&E staining and immunohistochemical staining for LAMP2A in liver tissues from HFD-fed mice and quantitative analysis of immunohistochemical staining using the Image-Pro Plus software (n = 5). (B) Representative western blot images of LAMP2A expression in liver tissues from HFD-fed mice. (C) qRT‒PCR results for the mRNA expression of LAMP2A in liver tissues from HFD-fed mice (n = 3). All the data are expressed as means ± SDs (*, *P* < 0.05; **, *P* < 0.01; **, *P* < 0.001). Significance was determined by two-tailed unpaired Student’s t test as appropriate with Prism software (GraphPad).

**Table 1. Primer sequences used for quantitative PCR**

| **Gene** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| **Human** | | |
| *β-actin* | CGGTTCCGATGCCCTGAGGCTCTT | CGTCACACTTCATGATGGAATTGA |
| *LAMP2A* | GTGCAACAAAGAGCAGACTGT | GGCACAAGGAAGTTGTCGTC |
| *FOXM1* | AAACGGGAGACCTGTGATGG | ACCTTAACCTGTCGCTGCTC |
| *IL-6* | GTCAGGGGTGGTTTATTGCA | AGTGAGGAACAAGCCAGAGC |
| *TNF-α* | AACCTCCTCTCTGCCATCAA | GGAAGACCCCTCCCAGATAG |
| *IL-1β* | AGCAGAAAACATGCCCGTCT | GCAGTTGGGCATTGGTGTAG |
| *CD86* | GCTGTAACAGGGACTAGCACA | ACTGAAGTTAGCAGAGAGCAGG |
| *iNOS* | ACATGGCTCAACAGCCTGAA | CAAACACCAAGGTCATGCGG |
| *COL 1a1* | GAGGGCCAAGACGAAGACATC | CAGATCACGTCATCGCACAAC |
| *α-SMA* | CTATGAGGGCTATGCCTTGCC | GCTCAGCAGTAGTAACGAAGGA |
| *TGF-β* | TCCTGGCGATACCTCAGCAA | ACATGGGCTACAGGCTTGTCACT |
| *CHOP* | GCTCAGGAGGAAGAGGAGGA | TCCTGCTTGAGCCGTTCATT |
| *ATF4* | GAAGCGATTTAACGAGCGCC | ATCTTGGTTCCTGCCACGTT |
| *BIP* | CACTCCTGAAGGGGAACGTC | ACCACCTTGAACGGCAAGAA |
| *ATF6* | CAGCAGGAACTCAGGGAGTG | TGTTATGGGTGGTAGCTGGT |
| *XBP1* | CTGAGTCCGCAGCAGGTG | CTCTGGGGAAGGGCATTTGA |
| **Mouse** | | |
| *LAMP2A* | AGGTGCTTTCTGTGTCTAGAGCGT | AGAATAAGTACTCCTCCCAGAGCTGC |
| *LAMP2* | TTCAACACCCACTCCAACTC | AGCTGAGCCATTAGCCAAATA |
| *LAMP2B* | ATGTGCTGCTGACTCTGACCTCAA | TGGAAGCACGAGACTGGCTTGATT |
| *LAMP2C* | GGTGCTGGTCTTTCAGGCTTGATT | ACCACCCAATCTAAGAGCAGGACT |
| *FOXM1* | TTACTGCCCTTTCCTCGCAG | TCCCTGGCATGATTGGGAAC |
| *Il-6* | CCACTTCACAAGTCGGAGGCTTA | GCAAGTGCATCATCGTTGTTCATAC |
| *Tnf-α* | GACCCTCACACTCAGATCATCT | CCTCCACTTGGTGGTTTGCT |
| *F4/80* | GGAAAGCACCATGTTAGCTGC | CCTCTGGCTGCCAAGTTAATG |
| *Keratin8* | GAGGAGAGCAGGCTGGAGTC | GCTTCCCATCTCGGGTTTCA |
| *Keratin18* | CCTCAATCTGCTGAGACCAGTA | CTGTGGAGAGCGACATCCAT |
| *Nlrp3* | ATTACCCGCCCGAGAAAGG | CATGAGTGTGGCTAGATCCAAG |
| *Ccl2* | TTAAAAACCTGGATCGGAACCAA | GCATTAGCTTCAGATTTACGGGT |
| *Col 1a1* | TCTAGACATGTTCAGCTTTGTGGAC | TCTGTACGCAGGTGATTGGTG |
| *Col 1a2* | GGTGAGCCTGGTCAAACGG | ACTGTGTCCTTTCACGCCTTT |
| *Col 1a3* | TAGGACTGACCAAGGTGGCT | GGAACCTGGTTTCTTCTCACC |
| *α-SMA* | CGAGCCGAGAGTAGCAGTTGTAG | AGCCATTGTCGCACACGAG |
| *Ly6g* | TGCGTTGCTCTGGAGATAGA | CAGAGTAGTGGGGCAGATGG |
| *Chop* | TGCCTTTCACCTTGGAGACG | TCTGTCAGCCAAGCTAGGGA |
| *Atf4* | CCGGAAATTCGTCAACGAGC | ACTGCTGCTGGATTTCGTGA |
| *Bip* | TGTGTGTGAGACCAGAACCG | TAGGTGGTCCCCAAGTCGAT |
| *Atf6* | CTTCGGCAAGCAGAGACTTG | CAGAACCAACACCAGGCGA |
| *Xbp1* | TCCCTGACCATCACATTGCC | CAAATGACCCTCCCTGCGAT |
| *β-actin* | CAGCACAATGAAGATCAAGATC | CGGACTCATCGTACTCCTGCTT |

How the deposited data were processed for this re-analysis (not part of the article)

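Liver RNA from 7 MCD-fed and 7 ND-fed mice was sequenced, one library per mouse. The mice were assigned to diets from the sample labels, whose group letters and numbers are those printed in Figure S3C. The paper names an ABclonal library kit and the sample labels another maker's kit, and which was used is not settled here. The authors deposited whole-number read counts per gene, without normalization, in one file per mouse. How the reads were aligned and counted, including whether strand was used, is not stated in the paper's text or its supplement. Each file has 55967 lines of counts, of which 55536 carry an Ensembl gene identifier. All 55536 identifiers and symbols are those of the GENCODE M21 primary assembly annotation of GRCm38, and 0 of its genes are absent, so that annotation was used for coordinates, GC content and length. The authors do not state the build. The remaining 431 lines carry no gene name and held 0.128% to 0.226% of the reads of a library. They were left out of library sizes and tests. A symbol shared by several identifiers was read through the lowest identifier.

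Counts were compared in R 4.3.3 with edgeR 4.0.16, using TMM normalization, filterByExpr with its minimum count of 10 and minimum total of 15, and the quasi-likelihood F-test without covariates. P-values were adjusted by the Benjamini-Hochberg method, and 0.05 with any fold change was the threshold, as in the paper's methods. The standard error of an edgeR log2 fold change is the size of that change divided by the square root of its F statistic. It is not a separate estimate. Single genes were also compared by two-sided exact permutation tests over the 3432 assignments of 14 mice to 7 and 7, whose smallest p is 0.000583. Correlations within a group of 7 mice used the 5040 pairings. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 between genes, with fry and with the correlation estimated for each list as alternatives. Expression is given in CPM after TMM normalization, with the SD over 7 mice. Where all libraries of a group had 3 counts or fewer, a fold is given as a bound against 3 counts. Reads without molecular identifiers are not independent molecules, so counting error covers only part of the error.

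The scripts were tested on simulated counts drawn from the means and library sizes of the real genes. Of 185 changed genes among 13382 that passed the filter, edgeR's quasi-likelihood test recovered 76.2%, and 6.62% of its calls were unchanged genes. DESeq2 recovered 82.2%, with 16% of its calls unchanged genes. The edgeR fit with library size only recovered 75.7%, the fit with a replicate block 69.7%, limma's voom 73.5% and the fit corrected for GC content and length 75.7%. The simulated groups did not differ in composition, and few genes were changed, unlike in the real data. The simulation therefore cannot judge TMM against library size, and its error rates hold for that setting only.

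The following were fixed before the data were examined: the tests, the list of transcription factors by gene symbol family, the gene lists and the genes named. The genes named are the 10 of Figure S3C, Lamp2, a further gene whose result is not reported here, the mouse genes of the primer table, the 5 largest rises and falls among transcription factors, and the 3 largest rises and falls among all genes. The last 2 sets required an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the groups. The alternatives fixed at the same time were DESeq2 1.42.0, upper quartile scaling, library size only, no filter, a mean of at least 1 CPM, limma's voom, a replicate block, each library left out, an adjusted p under 0.01, a log2 fold change of at least 1 in size, and shorter transcription factor lists. Alternatives for normalized values were not run because the files hold counts. Added after seeing the data were RLE normalization, DESeq2 without a filter, library size without the 50 most counted genes, offsets for smooth trends on GC content and transcript length (available for 99.96% of the genes tested), a covariate for the phase of clock genes, the libraries of one clock phase, the libraries without ND replicates 6 and 7 and, for Foxm1 and Lamp2, reads relative to those of Actb. Other genes were also looked at by hand, and lists of clock, sex-biased and Y chromosome genes were written after some of their values had been seen. The database prediction of transcription factors for LAMP2A, and so its overlap with the differentially expressed ones, is not analysed here.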

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

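The tests of Vmn2r3 below were chosen only after the result was seen, as were the tests of the sex of the mice. The test of dividing cells was chosen before.

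In 10 of 78 groups of 7 mice, the highest or lowest mouse stood apart from the others, where 3.9 are expected by chance. The gap to the nearest mouse, as a share of the group's range, is given for each. Genes were taken as log2 values and the share of the 50 most counted genes as percentages. In the MCD group these were Atf3 (0.578) and Ddit3 (0.574), both in replicate 4, Col1a1 in replicate 2 (0.725), Mup7 in replicate 1 (0.6) and Mup19 in replicate 6 (1). In the ND group these were Lamp2 (0.696) and Id1 (0.635) in replicate 6, and Ccl2 (0.661), Sprr1a (1) and the share of the 50 most counted genes (0.664) in replicate 7. The values of 1 for Mup19 and Sprr1a come from a single read in a group with no other read. ND replicates 6 and 7 are also the libraries set apart on the second principal component. With each mouse left out in turn, the log2 fold change of Lamp2 stayed between -0.71 and -0.60, that of Atf3 between 3.15 and 3.90 and that of Ddit3 between 0.86 and 1.35, and none of these lost its call. Col1a1 was not called in any of these fits. The cause of the deviating mice was not tested, and no label gives a batch. ND replicates 6 and 7 had the highest mitochondrial shares of reads of the 14 libraries, 5.92% and 7.62%. Their deviations from the group mean also had the lowest rank correlations with transcript length, -0.241 and -0.332. A difference in RNA or library quality therefore stays open for these 2 mice.

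Vmn2r3 (ENSMUSG00000091572), annotated as a vomeronasal receptor gene on chromosome 3 from 64257215 to 64289709 on the minus strand and not discussed in the paper, had 499 to 2109 reads in each MCD-fed mouse and 0 in each ND-fed mouse. It was at least 289.8-fold higher in MCD-fed mice against a level of 3 counts. The fitted log2 fold change of 13.05 depends on the prior count and is no bound. Reads shared with paralogs are argued against, since the other 121 Vmn2r genes together had at most 21 reads in an MCD library, 2% of the Vmn2r3 count or less. The annotated genes next to it had at most 2 reads in any MCD library. All 7 mice of one diet and none of the other carry the signal, and the design gives diet as the biological explanation, which stays open as a hypothesis. Which part of the gene the reads cover is not in a count per gene.

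Sprr1a rose at least 29.6-fold (fitted log2 fold change 8.51), from at most 1 read in ND-fed mice to 47 to 230 reads. Cyp3a44, which has close paralogs among which the authors' counting could have split reads, rose from 0 to 7 reads to 137 to 3658 reads (fitted log2 fold change 8.32). Its spread among MCD-fed mice was wide, 55.8 ± 61.3 CPM (SD, n = 7). Cyp3a44 belongs to the sex-biased liver genes. Female mice in the MCD group are argued against by Xist, with at most 5 reads in any library, and by Ddx3y, with at least 505. The paper's methods also name male mice. The rise of Sprr1a was not put to a further test. No biological explanation other than diet was available from the design.

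The 18 tested genes of dividing cells had a median log2 fold change of 1.56, and 15 of them were called higher in MCD-fed mice and 0 lower. By camera the adjusted p was 7.01e-07 (limma, Benjamini-Hochberg over 9 lists) and by fry 0.00298, but it was 0.193 when the correlation between the genes was estimated. The criterion for more dividing cells as sole cause of the Foxm1 rise was a median of at least that rise less its standard error. A median near 0 would have excluded that cause. This criterion ignored the spread of the 18 genes, whose log2 fold changes ran from 0.218 to 3.35. The paper describes FOXM1 as regulating proliferation, so a rise of Foxm1 could itself raise these genes. No median above 0 could therefore separate the explanations. The median fell between, so more dividing cells and a rise of Foxm1 within the same cells cannot be told apart from whole-liver counts. Outside these counts, the paper reports higher FOXM1 expression in hepatocytes isolated from MCD-fed mice. Scaling by library size only raised the median to 2.03.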

How the results depend on the processing

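Alternatives added after seeing the data are named as such. Under library size only, 6978 genes and 441 transcription factors were called, and the share of called genes that were higher was 89.6% against 50.6%, or 96.4% against 55.9% for transcription factors. The median of all genes moved to 0.43, and relative to it Lamp2 stood at -0.63 and Foxm1 at 2.10, against -0.62 and 2.10 under TMM. Lamp2 itself was -0.20 (adjusted p = 0.175, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lost its call. Over the 15 alternatives run, the adjusted p of Lamp2 lay between 1.02e-07 and 0.175. Its log2 fold change lay between -0.20 and -1.29, the latter relative to Actb, an alternative added after seeing the data. With upper quartile scaling 4321 genes (61% higher) and 213 transcription factors (69.5% higher) were called. Added after seeing the data, library size without the 50 most counted genes gave 5716 genes (83.3% higher) and 310 transcription factors (91.9% higher).

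At an adjusted p under 0.01, 2539 genes and 104 transcription factors were called, and with a log2 fold change of at least 1 in size 1677 and 69. Without the C2H2 class the list gave 131 transcription factors, since it holds fewer genes. Without a filter on counts 10 of the 10 transcription factors of Figure S3C were called, and with a mean of at least 1 CPM 2 were, because other numbers of them were tested. DESeq2 without a filter, added after seeing the data, also called 10. The other alternatives stayed within 1.5 times, with 3702 to 5716 genes and 178 to 310 transcription factors, and DESeq2 with the filter called 4769 and 240. Foxm1 stayed called in all 15 alternatives, between 1.54, relative to Actb, and 2.53.

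With each mouse left out in turn, the 14 fits gave 3598 to 4569 genes and 171 to 224 transcription factors, 4 of the transcription factors of Figure S3C, a log2 fold change of 1.91 to 2.42 for Foxm1 and of -0.71 to -0.60 for Lamp2. Xbp1, which was near 0, lay between -0.118 and 0.0228 in these fits. It was 0.0469 with upper quartile scaling, 0.41 with library size only and 0.28 with library size without the 50 most counted genes. Col3a1 was 0.0443 with library size only. With ND replicates 6 and 7 left out, added after seeing the data, 5336 genes and 276 transcription factors were called, and Foxm1 and Lamp2 stayed called. Genes called neither in this fit nor with all mice changed sign. Adgre1 went from 0.33 to -0.102, Col1a1 from 0.37 to -0.00397, Col1a2 from 0.18 to -0.0706 and Hspa5 from 0.23 to -0.0259. The cause was not tested beyond the shift of all genes. Of the comparisons of named genes other than Foxm1 and Lamp2 over all settings, 1000 kept their direction and side of the threshold, 33 were newly called and 12 reversed.

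The correlation of Foxm1 with Lamp2 changed sign. In MCD-fed mice Pearson's r was -0.47 without the 2 mice farthest from the median of Foxm1 and, added after seeing the data, -0.45 in the 6 mice of one clock phase, and in ND-fed mice 0.18 with library size only. With the correlation between genes estimated, the adjusted p of camera was 0.193 for the inflammation, proliferation, macrophage and stellate cell lists. With fry it was 0.00123 for the ER stress genes and 0.0455 for the lysosome genes, which camera did not call. The cause was not tested for the correlations or the lists.

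The mice share replicate numbers, and a fit with the replicate block called 3702 genes, 178 transcription factors and 4 of the transcription factors of Figure S3C. Mice with the same number did not deviate together, with correlations of 0.14, -0.04, 0.21, 0.05, -0.22, -0.08 and 0.11 for numbers 1 to 7, so the numbers do not pair the mice. Depth limits the 6 transcription factors of Figure S3C that had few reads, for which the size of change is not well determined. Alternatives for normalized values were not run because the files hold counts.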

Differences from the paper's values

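The number of transcription factors of Figure S3C called higher in MCD-fed mice was 4 against the paper's 10, and the other 6 were removed by the filter on low counts. Of the alternatives set before the data were examined, the one without a filter called all 10 and so closed the gap. With a mean of at least 1 CPM 2 were called. DESeq2 with the filter, upper quartile scaling, library size only, limma's voom, the replicate block, an adjusted p under 0.01, a log2 fold change of at least 1 and each mouse left out gave 4. DESeq2 without a filter, chosen after seeing the values, also called all 10, and the fit with ND replicates 6 and 7 left out, chosen at the same stage, called 5, with Runx2 added.

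The number of differentially expressed transcription factors was 211 against the paper's 246, less than 1.5 times apart, with a list by gene symbol family that is not the study's. Of the alternatives set before the data were examined, DESeq2 came nearest with 240. Of those chosen after seeing the values, the fit corrected for GC content and length gave 247 and DESeq2 without a filter 251. Library size only (441), an adjusted p under 0.01 (104), a log2 fold change of at least 1 (69) and the list without the C2H2 class (131) differed by more than 1.5 times.

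The fold change of Foxm1 was 4.26 from the counts of these 14 mice. The paper shows about 2.4 in Fig. 5B, read by eye, for qRT-PCR of liver RNA. The assays differ, and whether the same mice were used is not stated. None of the alternatives set before the data were examined closed the gap, with folds of 3.76 to 5.76. Relative to the reads of Actb, the reference gene of the paper's qRT-PCR, the fold was 2.92, less than 1.5 times the paper's, an alternative chosen after seeing the values.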

Other observations

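The tests of GC content, of gene length, of clock phase, of the ratio of Lamp2 to other lysosome genes and of the hepatocyte genes were chosen only after the result was seen. So were the lists of clock and sex-biased genes, of which the genes used to test an explanation had not been looked at before.

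The split of the 14 livers by diet gave more calls than the other splits tried. Of 100 splits of the 14 libraries into 7 and 7, drawn from 1716, 1 gave as many differentially expressed genes as the diets and 1 as many transcription factors, in each case the diets themselves. The largest numbers among the others were 1013 genes and 59 transcription factors.

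Foxm1 rose by 2.09 on the log2 scale. Its adjusted p was at most 1.55e-04 under upper quartile and library size scaling, which argues against library size as the cause. The log2 fold change was 2.01 after smooth trends on GC content and length were removed and 2.13 in the 11 libraries of one clock phase, each still called, which argues against those as its whole cause. The share of dividing cells stays open.

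Lamp2 (ENSMUSG00000016534), on the X chromosome from 38401357 to 38456454, was counted at 424.5 ± 51.5 CPM (SD, n = 7) in MCD-fed and 661.2 ± 74.4 (SD, n = 7) in ND-fed mice. The log2 fold change was -0.64 with a standard error of 0.12 (adjusted p = 6.44e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each of the 7 MCD-fed mice lay below every ND-fed mouse (two-sided exact permutation test, p = 0.000583). A count per gene does not separate LAMP2A, LAMP2B and LAMP2C. The supplement lists a primer pair for each of these 3 isoforms, and each pair matches 1 transcript of Lamp2. Some other mouse pairs it lists match no transcript with both primers as printed, as given below. The paper reports lower LAMP2A mRNA in Fig. 1F. The log2 fold change was -0.68 after correction for GC content and length and -0.67 in the 11 libraries of one clock phase, which argues against those as its whole cause. A few genes taking most of the counts are argued against as the whole cause by a ratio that scaling leaves unchanged. Lamp2 relative to the median of 23 other lysosome genes of the same mouse differed by -0.56 on the log2 scale (two-sided exact permutation test, p = 0.00117, with 6 of the 7 MCD-fed mice below every ND-fed mouse). This ratio shows unequal change only, since some of those genes, such as Ctsl and Cd63, rose in MCD-fed mice. With library size only, Lamp2 was -0.20 and not called. It was -0.33 and still called with library size without the 50 most counted genes, added after seeing the data.

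A lower share of hepatocyte RNA in MCD livers stays open for Lamp2 in these counts. The paper reports lower LAMP2A mRNA in primary hepatocytes treated with palmitic acid, which is another experiment. The median log2 fold change of 24 hepatocyte genes was -0.78, with 17 of them called lower, and medians rose for macrophage and stellate cell genes, at 0.91 and 0.74. The criterion was that most of the 24 hepatocyte genes would stand apart from Lamp2 by more than 2 standard errors of the difference if the share were not the cause, set after the values of the list had been seen. With 7 of 24 apart, 4 above and 3 below, the share and a fall of Lamp2 within hepatocytes cannot be told apart. Picked out after their values were seen, the 4 above are Hpx, Ahsg, Apob and Alb, among the more abundant of the list, and this speaks for unequal change but was not the criterion.

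Within groups no relation of Foxm1 and Lamp2 was detectable. Pearson's r was 0.16 (exact permutation p = 0.747) with Spearman's rho of -0.04 (exact permutation p = 0.964) in the 7 MCD-fed mice, and -0.09 (exact permutation p = 0.815) with rho of -0.07 (exact permutation p = 0.906) in the 7 ND-fed mice. The paper proposes a negative correlation from knockdown in cells and states one for liver in its discussion. With 7 mice per diet, a negative relation within a diet was neither shown nor excluded. Between the diets Foxm1 was higher and Lamp2 lower in MCD-fed mice. Foxm1 against the mean of the dividing cell genes gave r of 0.87 (exact permutation p = 0.0216, 0.0865 after Benjamini-Hochberg adjustment over the 4 relations computed) with rho of 0.71 (exact permutation p = 0.0881) in MCD-fed and 0.74 (exact permutation p = 0.0698) with rho of 0.43 (exact permutation p = 0.354) in ND-fed mice. Without the 2 mice farthest from the median of Foxm1, r was 0.71 and 0.27, so the relation rests partly on those mice.

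The genes that the paper names for its qRT-PCR in other mice were also counted here. Matched to the GENCODE M21 transcripts as printed, the α-SMA pair found none. The Col 1a1 pair matched by its forward primer only and the β-actin pair by its reverse primer only. For the Col 1a3 and Keratin18 pairs, a primer matched Col3a1 and Krt18 only in the opposite orientation. Whether both primers did was not determined, so a fault in those assays is not shown. Acta2, Col1a1, Col3a1, Krt18 and Actb were assigned by name to the assays of all these pairs. Ccl2 (log2 fold change 3.43), Nlrp3 (1.76), Ddit3 (1.05) and Krt8 (0.74) were called higher in MCD-fed mice by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ddit3 shares its locus with a second identifier of the same symbol and with Mars and is uncertain. Adgre1, Acta2, Col1a1, Col1a2, Col3a1, Atf6, Atf4, Xbp1, Hspa5, Krt18 and Actb were tested and not called, but several of these depended on the processing or on ND replicates 6 and 7. Of 14 alternatives each, Atf4 was called higher in 5, Atf6 and Krt18 in 4, and Acta2, Col1a2, Hspa5 and Xbp1 in 1, library size only. With ND replicates 6 and 7 left out, chosen after seeing the data, Krt18 was higher (log2 fold change 1.04, adjusted p = 3.52e-05 by the same test) and Col3a1 lower (-0.75, adjusted p = 0.00656), Atf4 and Actb were called higher, and the others of these genes were not called. Atf4 was also called in 3 of the 14 fits that each left out a mouse, Actb in 2 and Krt18 in 1. Il6, Tnf and Ly6g were removed by the filter on low counts. By two-sided exact permutation tests, Benjamini-Hochberg adjusted over these 3 genes, p was 0.0227 for Tnf, with 3 to 33 reads per MCD-fed and at most 9 per ND-fed mouse and 4 of the 7 MCD-fed mice above every ND-fed mouse, 0.105 for Ly6g and 0.462 for Il6. Without a filter Tnf was called higher (adjusted p = 0.0146, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Il6 and Ly6g were not. Actb, the reference gene of the qRT-PCR, had a log2 fold change of 0.51 (adjusted p = 0.0683 by the same test) and was called higher in 8 of the 14 alternatives. By list, camera (limma, Benjamini-Hochberg over 9 lists) gave adjusted p of 0.0129 for inflammation, 0.493 for fibrosis, 0.17 for ER stress, 1.9e-07 for macrophage, 5.27e-05 for stellate cell, 1.86e-06 for hepatocyte, 0.493 for cholesterol synthesis and 0.493 for lysosome genes. Of the called lists, only hepatocyte genes held with the correlation estimated (0.049), and all held under fry. With p-values adjusted over the list alone, 2 inflammation, 1 ER stress, 16 dividing cell, 16 macrophage and 9 stellate cell genes were higher. By the same adjustment, 18 hepatocyte genes were lower and 1 higher, and 2 cholesterol synthesis genes were lower. Of the lysosome genes, 7 were higher and 4 lower. Of the fibrosis genes, 0 were called, with 0 at an unadjusted p under 0.05. That list held only 4 qRT-PCR genes, Acta2, Col1a1, Col1a2 and Col3a1, which the stellate cell list also held. The inflammation list had 3 genes tested. Other stellate cell genes rose, among them Timp1, Lum and Dcn, with log2 fold changes of 3.60, 1.36 and 1.19. Of the 15 tested in that list, 0 were called lower. The largest falls of all genes were those of Mup19, Mup7 and Mup15, members of a family of near-identical genes whose reads the authors' counting could have split, and their single values are uncertain. Mup genes together took 0.0389% to 0.129% of the reads in MCD-fed and 1.59% to 3.41% in ND-fed mice.

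The clock genes of 3 libraries, MCD replicate 1 and ND replicates 1 and 5, were in the opposite phase to the rest, with 646, 378 and 436 reads of Arntl against 8 to 59. A candidate explanation is collection at another time of day. Of 5 clock genes not looked at before, 4 met the prediction in all 3 libraries, and Cry1 did not. Neither the paper's text nor the sample labels give a time of collection. A covariate for this phase, added after seeing the data, changed the number of transcription factors called to 227.

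Male-biased liver genes were lower in MCD-fed mice. The paper's methods name male mice, and female mice are also argued against by Xist, with at most 5 reads. A candidate explanation is a loss of the male pattern of sex-biased genes under the diet. Of the genes not looked at before, 5 male-biased ones had a median of -2.58, and all 5 were called lower, while 7 female-biased ones had a median of 1.34. The result for the female-biased genes is mixed, since 3 of the 7 were called higher and Cyp2c69 was lower at -6.05, as was Cyp2c40 at -4.56 among those seen before. Several of these genes have close paralogs. The hypothesis was found and tested on the same data, and hormones were not measured here.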
